# A novel environment-evoked transcriptional signature predicts reactivity in single dentate granule neurons

**DOI:** 10.1038/s41467-018-05418-8

**Published:** 2018-08-06

**Authors:** Baptiste N. Jaeger, Sara B. Linker, Sarah L. Parylak, Jerika J. Barron, Iryna S. Gallina, Christian D. Saavedra, Conor Fitzpatrick, Christina K. Lim, Simon T. Schafer, Benjamin Lacar, Sebastian Jessberger, Fred H. Gage

## Abstract

Activity-induced remodeling of neuronal circuits is critical for memory formation. This process relies in part on transcription, but neither the rate of activity nor baseline transcription is equal across neuronal cell types. In this study, we isolated mouse hippocampal populations with different activity levels and used single nucleus RNA-seq to compare their transcriptional responses to activation. One hour after novel environment exposure, sparsely active dentate granule (DG) neurons had a much stronger transcriptional response compared to more highly active CA1 pyramidal cells and vasoactive intestinal polypeptide (VIP) interneurons. Activity continued to impact transcription in DG neurons up to 5 h, with increased heterogeneity. By re-exposing the mice to the same environment, we identified a unique transcriptional signature that selects DG neurons for reactivation upon re-exposure to the same environment. These results link transcriptional heterogeneity to functional heterogeneity and identify a transcriptional correlate of memory encoding in individual DG neurons.

## Abstract (web summary)

Single nuclei RNA-seq has been used to characterize transcriptional signature of environment-related activity in cells of the dentate gyrus. Here the authors use this approach to show that whether a neuron will be reactivated in response to re-exposure to a previous environment can be predicted by its transcriptional signature.

## Introduction

Neuronal circuits are constantly remodeled in response to activity. Activity-induced plasticity allows the brain to adjust to changing conditions, as in development, adaptation after injury, or learning. Within a given circuit, the molecular consequences of activity may differ by cell type.

One well-characterized circuit lies in the hippocampus, a structure critical for learning and memory. Entorhinal cortex provides input to the DG, which sends outputs to CA3, which in turn transmits information to CA1^1,2^. The principal cell types in these regions vary in the number of cells activated both at baseline and when stimulated by exposure to novelty. Compared to pyramidal cells of CA3 and CA1, dentate granule (DG) neurons have particularly sparse activity. DG neurons spike less frequently^3–6^, express immediate early genes (IEGs) in fewer cells^7–9^ and have fewer calcium transients^10^.

The consequences of activity also differ across hippocampal subfields. Long-term potentiation (LTP) shows considerable variation within the hippocampus. LTP of the Schaffer collaterals from CA3 to CA1 is NMDA-receptor dependent and expressed postsynaptically^11,12^. In contrast, mossy fiber LTP from the DG to CA3 is NMDA-receptor independent and expressed presynaptically^13,14^. Non-synaptic forms of plasticity also show regional variation. In CA1, activation by either electrical stimulation or learning produces a temporary increase in cell excitability^15–18^. The same paradigms fail to change the excitability of DG neurons^19^, although recent work has demonstrated that artificially enhancing DG neuron excitability influences which cells activate^20^.

Cell-type specificity of activity levels and plasticity mechanisms suggests that later molecular processes may also differ across populations, including long-term changes underlying memory formation. Memory formation is a process, not an instantaneous event^21^. Activity-induced changes, including RNA and protein synthesis, are initiated during a salient experience, and perturbing these changes over subsequent minutes, hours, and days influences the stability and robustness of the memory of that experience^22^. The molecular actors enlisted during memory formation are likely tailored to the needs of each cell. A fraction of the population active during memory encoding is later reactivated during memory recall. Optogenetic stimulation of these engram cells activates memory recall whereas silencing them impairs memory^23,24^. Although these features of engram cells are common across a variety of brain regions, the probability of reactivation is region specific. Such cell type-specific properties rely, at least partially, on differences in transcription^25,26^.

Until recently, molecular mediators of memory formation were studied in bulk populations. Activity was induced physiologically (e.g., electrical stimulation, seizure) or behaviorally (e.g., exposure to a new environment, contextual fear learning), and a search was conducted for genes or proteins with modified population-wide expression. This approach identified numerous IEGs. However, beyond canonical examples such as c-fos (FOS), IEGs from different regions, times post activation, or stimulation paradigms have surprisingly little overlap^27–30^. Now, sequencing technology permits transcriptome analysis of single neurons^31,32^, and we recently developed a method for sequencing single nuclei that preserves activity-dependent gene expression^33^. Our technique allows activated and non-activated nuclei to be isolated based on IEG protein expression that would be difficult to detect using whole cell methods^34^. This technique dramatically improves our ability to understand the source of variability in activity-induced processes.

Here, we sought to understand activity-dependent transcriptional changes in single nuclei that lay the groundwork for memory formation in the hippocampus (Supplementary Fig. 1). One hour after exposing mice to a novel environment (NE), we isolated activated (FOS+) and non-activated (FOS−) neurons from multiple hippocampal populations. We then performed single nucleus RNA-seq (snRNA-seq) using an unbiased deep sequencing approach that enabled high-resolution quantification of high-, mid-, and low-expressing genes. Next, we assessed the late transcriptional response in activated DG neurons 4–5 h after NE exposure by taking advantage of the sustained expression of activity-regulated, cytoskeleton-associated protein (ARC) in DG neurons. Finally, we sought to relate heterogeneity in the late activity-induced transcriptional response to the selection of putative engram cells among the original activated population. Four hours after exposing mice to an initial NE, we exposed them to either the same or a different NE and collected activated nuclei 1 h later. By comparing the transcriptome of DG neurons activated in the two contexts, we identified a unique transcriptional signature that selects DG neurons for reactivation. A computational model built on this signature allowed us to predict whether an individual neuron was likely to become an engram cell and reactivate upon re-exposure to the same environment.

## Results

### Exposure to a NE triggers activation across the hippocampus

We designed an antibody panel to capture hippocampal nuclei from DG, CA, and interneurons. Anti-NEUN distinguishes neurons from glia, anti-PROX1 labels DG neurons^35^, and anti-CTIP2 labels both CA1 and DG^36^. This panel allowed for the putative discrimination of DG (NEUN+PROX1+CTIP2+) and CA1 neurons (NEUN+PROX1−CTIP2+) and a population of NEUN+PROX1−CTIP2− neurons (Negs) containing CA3, CA2, and interneurons (Fig. 1a). Vasoactive intestinal polypeptide (VIP) interneurons express NEUN and PROX1 but lack CTIP2 (Fig. 1b), enabling isolation of a defined population of GABAergic nuclei^37,38^. We next dissected the hippocampus of home cage (HC) mice, isolated nuclei by Dounce homogenization, and performed antibody staining. Using flow cytometry, we could identify all four neuronal populations (DG, CA1, VIP, and Negs) (Fig 1c, d).

**Fig. 1:**
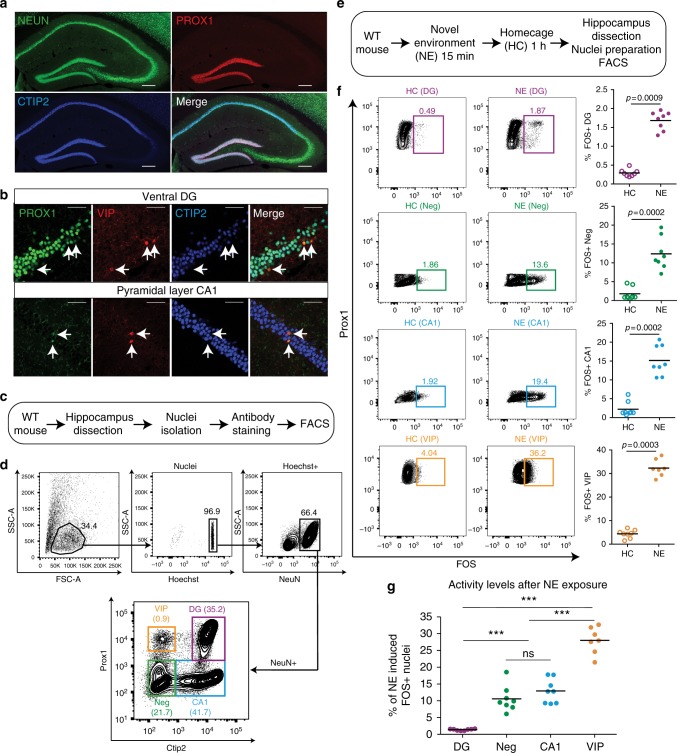
Flow cytometry dissection of the hippocampus. **a** Confocal images of NEUN, PROX1, and CTIP2 protein expression in the hippocampus. Scale bars = 200 μm. **b** PROX1+CTIP2−VIP+ interneurons (arrows) are found in the dentate gyrus (DG) and CA1. Scale bars = 50 μM. **c** Workflow for flow cytometry dissection of the hippocampus. **d** Representative FACS plots showing expression of NEUN, PROX1, and CTIP2 in hippocampal nuclei from 7- to 8-week-old mice (*n* = 8). 65% (SD ± 6%) of isolated nuclei were NEUN+. Among NEUN+ nuclei, 38% (SD ± 4%) were DG neurons (PROX1+CTIP2+), 45% (SD ± 6%) were CA1 (PROX1−CTIP2+), 10% (SD ± 3%) were Negs (PROX1−CTIP2−), and 1% (SD ±0.4%) were VIP interneurons (PROX1+CTIP2−). **e** Workflow for the flow cytometry dissection of the hippocampus following novel environment (NE) exposure. **f** Representative FACS plots showing expression of PROX1 and FOS in each population after home cage (HC) or NE exposure. Percentages of FOS+ nuclei are displayed above gates. At least 200,000 NEUN+PROX1+CTIP2+ nuclei were analyzed per mouse, *n* = 7–8 mice. *P* values are indicated for Mann–Whitney test. **g** NE-induced FOS expression in each population. Baseline activation in HC was subtracted from activated levels after NE exposure. *n* = 7–8 animals. Statistical difference between groups has been determined by one-way ANOVA (*F*(3,27) = 84.9, *p* < 0.0001) and Tukey’s multiple comparisons test (*** = *p* < 0.0001, ns = not significant)

To identify active cells we stained for the IEG FOS^39^. In HC mice the percentage of FOS+ neurons revealed the low baseline activity of DG neurons (0.3% SD ± 0.09) compared to CA1 and the Negs (2.2% SD ± 1.9 and 1.8% SD ± 1.6, respectively), whereas a larger fraction of VIP interneurons was active (4.4% SD ± 1.7). To assess activation to a naturalistic stimulus, mice were placed in a NE for 15 min and then returned to their HC until sacrifice 1 h later (Fig. 1e). FOS was induced across the hippocampus, but the relative activity of each population was preserved. DG neuron activation was particularly sparse relative to all other populations (1.6% SD ± 0.2). CA1 neurons and the Negs showed moderate levels of activation (15.1% SD ± 3.9 and 12.3% SD ± 4.2, respectively), whereas VIP interneurons responded the most (32.3% SD ± 3.5) (Fig 1f, g). These populations thus spanned a range from sparsely to frequently active following the same behavioral stimulus: DG < CA1 < VIP (Fig. 1g).

### Active DG neurons exhibit a dramatic shift in transcription

To dissect cell type-specific transcriptional responses to activity, we isolated FOS+and FOS− single nuclei from the populations in Fig. 1d and prepared RNA following the SmartSeq2 protocol^32,40^. 

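Single nuclei of wild-type female mice were sorted by marker and FOS staining from the home cage (HC) and 1 h after NE exposure, and each nucleus was made into one SmartSeq2 library. The authors trimmed the reads, aligned them with RSEM to GRCm38 with the Ensembl annotation, and deposited for every nucleus the RSEM expected count of each gene, listed by symbol, and its log2(TPM+1). In all, 360 nuclei belong to the HC and 1 h groups of this experiment, with the cell types taken from the authors' labels. The authors' thresholds of 100000 aligned reads and 4000 genes above a log2(TPM+1) of 1 were applied here, and 338 nuclei passed both. The total count per nucleus lay between 156598 and 2595074, with a median of 1072028.5. In DG the median total was 1462599 in the FOS+ nuclei (506771 to 1970255), 1378258 in the FOS− nuclei (679399 to 2595074) and 974686.5 in the HC nuclei (156598 to 2498995). In CA1 it was 1330960 in FOS+ (596047 to 2586232), 1317409.5 in FOS− (343819 to 2183181) and 1170005 in HC (374310 to 2283298). In VIP it was 599725 in FOS+ (197053 to 1627034), 345202 in FOS− (174796 to 1758072) and 560268 in HC (186053 to 934118).

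Nuclei of one mouse are not independent samples, so the mouse was the unit of every test. For tests across genes the counts of all nuclei of one mouse and group were summed where the group held at least 2 nuclei of that mouse, and the sums were scaled by TMM and compared with edgeR's quasi-likelihood test after its filter for low counts, with Benjamini-Hochberg adjustment. The sums came from 3 mice in each CA1 group, from 2 mice in VIP FOS+ and 3 in VIP FOS− and in VIP HC. In VIP FOS− and in VIP HC the sum of 1 mouse held 2 nuclei. The lowest Vip and Prox1 levels among the sums were 0 CPM in both groups. The 2 nuclei of the FOS− sum came from the PROX1−CTIP2+ sort. With at least 5 nuclei per sum the common dispersion in VIP was 1.485, against 2.19, and 0 genes were called between FOS+ and FOS− nuclei. In DG both the FOS+ nuclei (26) and the FOS− nuclei (27) came from 1 mouse, and the HC sums from 2 mice with 18 and 5 nuclei. The spread of the DG sums was estimated over all DG groups of the study, so the lone 1 h mouse is assumed to vary as the mice of the other groups do. Intervals given over nuclei are binomial, take the nuclei as independent and leave out the spread between mice.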

Nuclei were excluded as outliers based on total aligned reads and total gene count, or extreme-outliers, based on clustering (Supplementary Fig 2a–b). 

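Over the 818 nuclei of all experiments that passed both thresholds, a mean of 1515786 reads was aligned per nucleus and a mean of 5814.4 genes lay above a log2(TPM+1) of 1. In the HC and 1 h nuclei these means were 1185023 reads and 6525.8 genes, and in the DG nuclei of the later time points and re-exposures 1748698 reads and 5313.4 genes. Counting every gene with any expected count raised the mean over all nuclei to 7516.2 genes.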

An average of 1.17 million reads were aligned per nucleus, with an average of 5637 genes detected above a log_2_(TPM+1) (TPM) = 1. 

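Among the 1 h FOS+ nuclei, Gad2 was counted in 27 of 27 VIP nuclei, 4 of 4 Pvalb nuclei and 2 of 2 Ivy nuclei. Its mean log2(TPM+1) was 7.20 ± 0.16 (SD, n = 2 mice) in VIP and 7.58 ± 0.39 (SD, n = 2) in Pvalb, against 0.41 ± 0.23 (SD, n = 3) in CA1 and 0.15 in the mouse with DG FOS+ nuclei. Counts of Gad2 were also present in 20 of 33 CA1 and 8 of 26 DG FOS+ nuclei, of which 3 and 0 exceeded a log2(TPM+1) of 1. Prox1 was counted in 26 of 26 DG nuclei and in 0 of 33 CA1 nuclei (exact 95% binomial interval up to 10.6%), and Vip in 27 of 27 VIP nuclei and in 0 of 26 DG nuclei (up to 13.2%).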

We identified both GABAergic neurons (*Gad2+*), including VIP, Parvalbumin, and Ivy interneurons^41^, and glutamatergic neurons, including DG, CA1, CA3, and subiculum (Supplementary Fig 2c, Supplementary Data 2). Biological replicates from multiple mice clustered based on cell type, indicating that batch effects were minimal drivers of clustering (Supplementary Figs 2b and d).

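Each of the 338 nuclei was compared with the mean profile of every cell type computed without the nuclei of its own mouse, on 20 principal components of the 2000 most variable genes. For 283 nuclei (83.7%) the nearest profile was that of the nucleus's own type. The share was 94.9% in DG (75 of 79), 90.9% in VIP (60 of 66) and 68.0% in CA1 (68 of 100). It was 92.6% in CA3 (25 of 27), 89.5% in subiculum (34 of 38), 69.2% in Ivy (9 of 13) and 62.5% in Pvalb nuclei (5 of 8). The type labels were themselves assigned by the authors from these nuclei.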

T-distributed stochastic neighbor embedding (t-SNE) analysis of DG, CA1, and VIP neurons after NE exposure revealed a striking separation between DG FOS+ and FOS− neurons, despite the close association within FOS+ or FOS− groups separately. Conversely, FOS+ and FOS− CA1 neurons clustered closely, and the positions of FOS+ and FOS−VIP interneurons directly overlapped (Fig. 2a). 

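The separation was measured within the mouse by the mean silhouette width of FOS+ and FOS− nuclei on 10 principal components, where 1 is complete separation and 0 is none. In the mouse that gave the DG nuclei it was 0.408. With 10 FOS+ and 10 FOS− nuclei drawn at random the mean was 0.409.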

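The same width was 0.153, 0.209 and 0.144 in the 3 mice with CA1 nuclei of both kinds, and 0.0394 and −0.0021 in the 2 mice with VIP nuclei of both kinds. Since all DG nuclei at 1 h came from 1 mouse, the difference between cell types was not tested across mice.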

Due to the intrinsic difference in baseline activity between cell types, some populations were more likely to contain nuclei that were active in the HC independent of NE exposure. We noted a subset of CA1 neurons that was negative for FOS protein but expressed the canonical IEG *Arc*. To compare neurons that were activated during the NE (FOS+) to an inactive baseline population, nuclei stained as FOS− but exhibiting high expression of *Arc mRNA* (TPM > 2.5) were excluded from downstream analysis (11 CA1, 0 DG, and 0 VIP).

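Arc, on chromosome 15 of GRCm38 from 74669083 to 74672570, exceeded the threshold of 2.5 in 11 of the 32 CA1 FOS− nuclei at 1 h that passed the read and gene thresholds, in 0 of 27 DG FOS− nuclei and in 0 of 17 VIP FOS− nuclei. The same threshold was applied to the HC nuclei here, where 16 of 35 CA1, 1 of 26 DG and 0 of 22 VIP nuclei exceeded it. After the exclusion, the mean log2(TPM+1) of Arc was 0.12 ± 0.21 (SD, n = 3 mice) in CA1 FOS− nuclei and 3.45 ± 2.09 (SD, n = 3) in CA1 FOS+ nuclei. In DG at 1 h it was 0.99 in FOS− and 9.75 in FOS+ nuclei (1 mouse). With the FOS− nuclei kept whatever their Arc level, the number of genes called between FOS+ and FOS− nuclei stayed at 0 in CA1 and VIP and at 11 in DG. In DG and VIP the filter left out no FOS− nucleus at 1 h, so these counts could hardly change. In CA1 edgeR found 0% of simulated genes changed by 4 on the log2 scale, so a count of 0 there says little about the filter.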

**Fig. 2:**
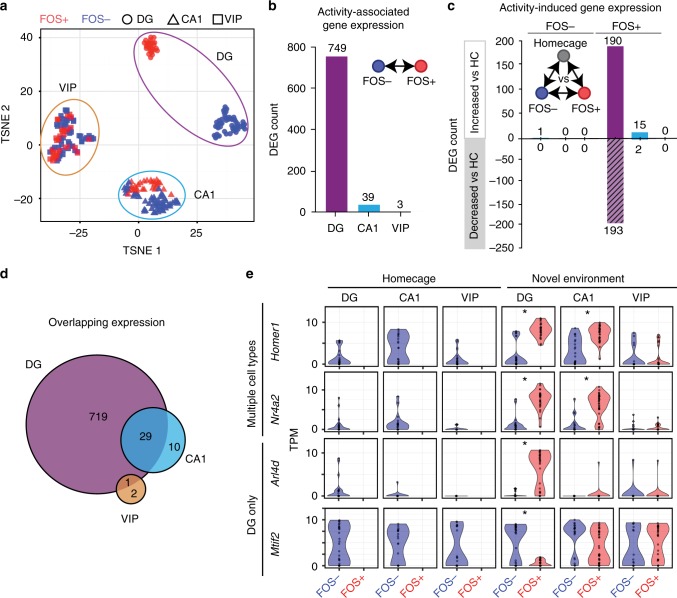
Activity-induced gene expression across the hippocampus. **a** T-SNE plot of DG, CA1, and VIP nuclei stained for FOS and isolated from mice exposed to a NE. **b** DEG count between FOS+ and FOS− nuclei for each population in A. **c** DEG count after correcting for HC expression. Bars extending upward and downward represent genes that are increasing or decreasing in the given cell type compared to HC, respectively. **d** Overlap of DEGs across cell types. **e** Representative violin plots of DEGs. Each dot represents a single nucleus. * ROTS *p*_adj_ < 0.05

We identified 749, 39, and 3 differentially expressed genes (DEGs) between FOS+ and FOS− nuclei (ROTS *p*_adj_ < 0.05) in DG, CA1, and VIP neurons, respectively (Fig. 2b, Supplementary Data 3). These values represent approximately 13% (DG), 0.5% (CA1), and 0.05% (VIP) of the average number of genes detected in each population (TPM > 1), indicating a striking quantitative difference in the transcriptional response to activity in DG neurons compared to CA1 or VIP. 

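With mice as the unit, edgeR called 11 genes between FOS+ and FOS− DG nuclei at an adjusted p under 0.05 (8 higher and 3 lower in FOS+, of 24405 tested), and 738 genes had an unadjusted p under 0.05. In CA1 it called 0 of 14507 genes (629 at an unadjusted p under 0.05), and in VIP 0 of 14736 (713). The alternative that moved these counts most was DESeq2, which called 1057 genes in DG (312 higher and 745 lower), 227 in CA1 (142 and 85) and 174 in VIP (106 and 68), among them all 11 of the DG genes. With scaling by DESeq2's size factors in edgeR 7 DG genes were called (5 higher, 2 lower), and with the mouse as a replicate block 0 (1155 at an unadjusted p under 0.05). The block leaves 3 residual degrees of freedom in the DG fit, against 17, so its count of 0 says little. A limma test of the mean log2(TPM+1) per mouse, chosen after the values were seen, called 94 genes in DG (45 higher and 49 lower), 0 in CA1 (728 at an unadjusted p under 0.05) and 0 in VIP (320).

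Arc had the smallest adjusted p in DG, with 2607 CPM (86867 counts) in FOS+ nuclei and 1.71 (78 counts) in FOS− nuclei, a log2 fold change of 10.57 (standard error 0.93, adjusted p = 1e-05 from edgeR). The log2 fold change was 9.75 for Inhba (standard error 1.50, adjusted p = 0.017 from edgeR), 5.28 for Mir22hg (0.67, adjusted p = 0.0018) and 3.56 for Bdnf (0.64, adjusted p = 0.041). Synpo, Prpf38b, Dclk1 and Abr were also higher in FOS+ nuclei, by 3.31, 3.44, 3.02 and 2.35 on the log2 scale. Acvr1c (4 counts in FOS+ and 6217 in FOS−), Tor1a (5 and 2459) and Lgi3 (2 and 8002) were lower. With 2 counts the FOS+ level of Lgi3 is close to the limit of counting. Among the genes the paper names for these data, 4 of 91 tested in DG passed over all genes and 12 when adjusted over the list alone, 0 and 1 of 76 in CA1 (Arc, log2 fold change 10.20, standard error 1.87) and 0 and 0 of 74 in VIP. The CA1 FOS− nuclei with Arc above 2.5 (11 of 32) had been left out before this test. The Arc difference in CA1 is therefore partly set by a filter on Arc itself. The list of named genes was chosen by the paper on these nuclei and is not independent evidence. In tests on simulated counts with the spread estimated from each comparison, edgeR found at most 1.5% of 200 genes changed by 4 on the log2 scale in these comparisons. With a spread fixed at a dispersion of 0.1 it found 92.5% of genes changed by 2 in CA1, 77.5% in VIP and 6% in DG.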

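Whether the FOS+ to FOS− difference itself differed between cell types was tested gene by gene in one edgeR fit over the DG, CA1 and VIP sums (21851 genes). The difference in DG departed from that in CA1 for 1 gene and from that in VIP for 1 gene, in both cases Snhg11, named here after its values were seen, whose level was lower in DG FOS+ nuclei (adjusted p = 0.0017 and 0.0025 from edgeR). At an unadjusted p under 0.05 there were 365 and 468 genes. Between CA1 and VIP the test called 0 genes, with 1278 at an unadjusted p under 0.05. In this joint fit, with a common spread for all cell types, 1 gene was called between FOS+ and FOS− DG nuclei (Snhg11), which was also called as higher in DG FOS− than in HC nuclei (adjusted p = 0.015 from edgeR).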

Varying DEG counts were not driven by differences in sample size between groups. 

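A value that does not count called genes was computed at equal numbers of nuclei. Within the mouse with the most nuclei of each type, 10 FOS+ and 10 FOS− nuclei were drawn 100 times, each set was divided at random into 2 sets of 5, and the FOS+ minus FOS− differences of mean log2(TPM+1) in the 2 sets were correlated across genes detected in at least 5% of nuclei. Pearson's r across genes was 0.272 in DG (SD 0.0163 over draws, 16692 genes), 0.0868 in CA1 (0.0186, 18086 genes) and 0.0324 in VIP (0.0148, 15740 genes). With the FOS labels shuffled it was −0.0027, 0.0004 and −0.0047. Genes are not independent replicates and each value rests on 1 mouse, so no p-value is given. Restricting to genes with a mean above 1 gave 0.304 in DG.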

When subsampling each cell type to 20 nuclei (*N*,_FOS+_ = 10, *N*,_FOS-_ = 10), DEG counts remained significantly associated with cell type (ANOVA *p* < 4.01e−07), with a 25-fold higher DEG count in DG compared to CA1 (DG: 99.8 ± 27.0; CA1: 4.0 ± 1.7; VIP: 1.8 ± 0.8). To determine whether both FOS+ and FOS− neurons were transcriptionally modified by NE exposure, transcription levels were compared to FOS− neurons from HC animals. 

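Each group at 1 h was compared with FOS− nuclei of HC mice by edgeR. DG FOS+ nuclei had 66 called genes, and DG FOS− nuclei 1 (Slc6a8), named here after its values were seen. In CA1 the test called 0 genes for FOS+ nuclei (696 at an unadjusted p under 0.05) and 0 for FOS− nuclei (730), and in VIP 0 (491) and 0 (893). DESeq2 called 1775 and 616 genes for DG FOS+ and FOS− nuclei, 244 and 261 in CA1, and 123 and 317 in VIP. limma, chosen after the values were seen, called 544 and 10 genes in DG, and 0 in each comparison of CA1 (742 and 667 at an unadjusted p under 0.05) and VIP (250 and 639). Both DG counts depended on the 2 HC mice. Without HC mouse 6, which gave 18 nuclei, 168 and 61 genes were called, and without HC mouse 7, which gave 5, the counts were 21 and 0. Of the 252 genes the paper assigns to its early group, the median log2 fold change against HC was 2.54 in DG FOS+ nuclei (248 higher) and 0.10 in DG FOS− nuclei (135 higher, 0 called over all genes and 1 over the list alone). For its 107 sustained genes it was 2.62 in DG FOS+ nuclei (107 higher) and 0.51 in DG FOS− nuclei (65 higher, 1 called over all genes and 11 over the list alone). Slc6a8 had 42.9 CPM in DG FOS− nuclei (1954 counts) and 0.629 in HC (22 counts), a log2 fold change of 6.00 (standard error 0.76, adjusted p = 0.0039 from edgeR), and was no longer called without HC mouse 7.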

The majority of activity-dependent genes were modified only within FOS+ neurons (Fig. 2c). 

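Of the genes edgeR called between DG FOS+ and HC nuclei, 59 were higher and 7 lower in FOS+ nuclei (24405 tested, 1439 at an unadjusted p under 0.05). DESeq2 divided its calls into 589 higher and 1186 lower, and limma, chosen after the values were seen, into 192 higher and 352 lower. The share of lower genes therefore rested on the tool. Without HC mouse 6 edgeR called 160 higher and 8 lower, and without HC mouse 7 17 higher and 4 lower. Arc was the gene with the smallest adjusted p among those raised (log2 fold change 12.62, standard error 0.73, adjusted p = 6.2e-09 from edgeR). Among those lowered were Acvr1c and Tor1a.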

The early cellular response in FOS+ neurons resulted in both induction and repression of gene expression.

In HC mice, a subset of DG neurons displayed FOS at a detectable but lower level (FOS low) compared to that observed following NE exposure (Supplementary Fig. 3a). We examined their activity-induced expression in comparison to FOS+ and FOS− DG neurons using Monocle. (Supplementary Fig. 3b). Similar to the FOS protein stain, FOS low DG neurons from both HC and 1-h animals were intermediate between FOS− and FOS+. Furthermore, while top DEGs such as *Arc* and *Inhba* were increased in FOS low cells, expression was lower than in FOS+ and more variable (Supplementary Fig. 3c).

We next considered the overlap of activity-induced transcription between cell types. As expected, all cell types exhibited higher *Fos* RNA in the FOS+ nuclei (DG: ROTS *p*_raw_ < 3.45e−05; CA1 ROTS *p*_raw_ < 1.8e−04; VIP ROTS *p*_raw_ < 6.5e−03. Figure 2e). 

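Fos lies on chromosome 12 of GRCm38 from 85473890 to 85477273. At 1 h its transcript was counted in 19 of 26 FOS+ DG nuclei and 7 of 27 FOS− DG nuclei, in 17 of 33 and 2 of 21 CA1 nuclei, and in 10 of 27 and 1 of 17 VIP nuclei. The mean log2(TPM+1) was 3.84 in FOS+ and 0.33 in FOS− nuclei of DG (1 mouse). It was 2.46 ± 0.98 (SD, n = 3 mice) and 0.05 ± 0.09 (SD, n = 3) in CA1, and 2.34 ± 0.49 (SD, n = 2) and 0.09 ± 0.15 (SD, n = 3) in VIP. Every mouse of the FOS+ groups lay above every mouse of the FOS− groups of its cell type. Over all genes the edgeR test did not call Fos in any of the 3 types (adjusted p = 1 in DG and CA1 and 0.97 in VIP), while DESeq2 called it in DG and CA1.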

DG and CA1 neurons had significantly overlapping DEGs, with canonical IEGs such as *Homer1* and *Nr4a2* increased in both populations (hypergeometric *p* < 5.65e−35; Fig 2d, e). However, these IEGs were not increased in FOS+ VIP interneurons and were not detected within FOS+ GABAergic Pvalb and Ivy interneurons (Fig. 2e and Supplementary Fig. 3d). 

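Homer1 (chromosome 13 of GRCm38, 93299635 to 93405129) had a mean log2(TPM+1) of 6.65 ± 0.87 (SD, n = 3 mice) in CA1 FOS+ nuclei and 2.26 ± 1.37 (SD, n = 3) in CA1 FOS− nuclei. In the mouse with DG nuclei the means were 8.16 and 2.08. Nr4a2 (chromosome 2, 57106830 to 57124003) had 6.15 ± 0.43 (SD, n = 3) in CA1 FOS+ and 1.02 ± 0.44 (SD, n = 3) in CA1 FOS− nuclei, and 7.53 and 1.07 in DG. The log2 fold changes between FOS+ and FOS− nuclei from edgeR were 2.70 (standard error 1.16) and 4.29 (1.62) for Homer1 in CA1 and DG, and 4.91 (1.56) and 5.20 (3.13) for Nr4a2. Neither gene passed the adjusted threshold over all genes in edgeR in either cell type (adjusted p = 1). DESeq2 called Homer1 in DG and Nr4a2 in CA1.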

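In VIP interneurons Homer1 had a mean log2(TPM+1) of 1.44 ± 0.41 (SD, n = 2 mice) in FOS+ and 1.64 ± 0.62 (SD, n = 3) in FOS− nuclei, a log2 fold change of −0.69 (standard error 1.43, adjusted p = 1 from edgeR). Nr4a2 had 0.41 ± 0.04 (SD, n = 2) and 0.29 ± 0.33 (SD, n = 3), and was too low to pass the filter of the edgeR fit. Homer1 was counted in 4 of 4 FOS+ Pvalb nuclei and 2 of 2 FOS+ Ivy nuclei, and Nr4a2 in 3 of 4 and 1 of 2, where any expected count above 0 was taken as detection. These numbers of nuclei are too small for a comparison with FOS− nuclei of the same types.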

Despite the presence of FOS protein in all cell types, these results reveal a cell type-specific transcriptional response to activity, with GABAergic VIP interneurons displaying a modest effect compared to glutamatergic CA1 and DG neurons (Supplementary Fig. 3d).

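The 252 genes the paper lists as early in DG were followed in the other cell types. Between FOS+ and FOS− nuclei their median log2 fold change was 2.38 in DG (249 of 252 higher), 0.80 in CA1 (192 of the 240 tested) and 0.22 in VIP (131 of the 224 tested). The median over all genes tested was 0, −0.01 and 0.05. The list was drawn from the DG nuclei used here, which favours DG, and the medians were not tested against each other.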

DEGs upregulated in FOS+ DG neurons were assessed for functional enrichment through DAVID bioinformatics using a hypergeometric test. DEGs were enriched for terms such as phosphoproteins (*p*_adj_ < 4.40e–20), positive regulation of transcription (*p*_adj_ < 8.5e–05), neuron projection (*p*_adj_ < 3.4e–04), and learning (*p*_adj_ < 2.4e–02) (Supplementary Data 3). DEGs downregulated in FOS+ DG neurons were enriched for phosphoproteins (*p*_adj_ < 6.21e−15), mitochondrial genes (*p*_adj_ < 9.8e−03) and acetylation genes (*p*_adj_ < 3.11e−10). With a less restrictive threshold of raw *p*-value < 0.05, CA1 and VIP showed overlap in some of these categories, though to a much lower degree (Supplementary Fig 4a and b). These results suggested that DG neurons were robustly altered in response to activity in a way not observed in either CA1 neurons or VIP interneurons.

### FOS+ DG neurons have the highest activity state

One possible explanation for the unique signature observed in DG neurons is that FOS− neurons from all cell types have the same baseline activity-regulated transcription and then activation shifts DG FOS+ neurons to a level of expression not observed in other cell types. Alternatively, FOS− DG neurons may maintain a uniquely repressed profile of activity-regulated genes and they catch up to the level of CA1 neurons upon stimulation. To facilitate comparison across cell types, we constructed an independent components (IC) plot using Monocle^42,43^. FOS+ and FOS- DG, CA1, and VIP neurons from both HC and NE-exposed mice were plotted using activity-dependent genes identified in any of the three cell types. Relative activity state was then defined as the position along the main trajectory through this graph (Supplementary Fig. 3e). As expected, VIP FOS+ and FOS− neurons were equivalent in activity-related transcription (*t*-test *p* = 0.84). Conversely, both CA1 (*t*-test *p* < 6.7e−04) and DG (*t*-test *p* < 2.2e−16) FOS+ neurons were significantly shifted along the activity axis compared to their corresponding FOS- neurons (Fig. 3a–b). 

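Because the Monocle trajectory was not recomputed, each nucleus was scored as the mean standardised log2(TPM+1) of the genes the paper calls higher in FOS+ nuclei of DG, CA1 or VIP (270) minus that of the genes it calls lower (490), and scores were averaged per mouse. In DG the score was 1.47 in FOS+ and −0.60 in FOS− nuclei, a difference of 2.07 in 1 mouse. In CA1 it was 0.22 ± 0.11 (SD, n = 3 mice) and −0.26 ± 0.13 (SD, n = 3), a difference of 0.475, with 0.358 to 0.626 within the 3 mice. In VIP it was −0.18 ± 0.01 (SD, n = 2) and −0.26 ± 0.04 (SD, n = 3), a difference of 0.0777, with 0.0478 and 0.0721 within the 2 mice. No exact permutation test over mice can reach a p under 0.05 at these numbers. Most genes of the score were selected by the paper on these DG nuclei. With the paper's CA1 genes alone the differences were 1.75 in DG, 2.18 in CA1 (2.14 to 2.24 within the 3 mice) and 0.294 in VIP. Within the 2 VIP mice with nuclei of both kinds they were −0.053 and 0.0878, so the sign in VIP was not settled with the CA1 genes. The paper called these genes in the same CA1 nuclei, which favours CA1. With its early genes, drawn from DG nuclei, the differences were 0.766 in DG and 0.315 in CA1, so the order of the differences followed the nuclei the list came from. The level in FOS+ nuclei was highest in DG, from 1 mouse, and lowest in VIP with each list. It was 1.23 in DG, 0.97 in CA1 and 0.0005 in VIP with the CA1 genes. With the early genes it was 0.61, 0.24 and −0.14.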

When comparing across cell types, all VIP neurons were lower on the activity axis compared to CA1 and DG neurons. 

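On this score the HC nuclei had −0.32 ± 0.02 (SD, n = 2 mice) in DG, −0.24 ± 0.04 (SD, n = 3) in CA1 and −0.28 ± 0.03 (SD, n = 3) in VIP. At 1 h the FOS− nuclei had −0.26 ± 0.13 (SD, n = 3) in CA1 and −0.60 in DG, whose single mouse gives no spread. This order depended on the list, since with the paper's CA1 genes alone the FOS− nuclei had −1.21 in CA1 and −0.52 in DG, and with its early genes −0.08 and −0.16.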

FOS− CA1 neurons displayed a slightly higher transcriptional activity signature than DG FOS− neurons (Fig. 3b), and FOS+ DG neurons displayed the highest activity-induced transcription signature.

**Fig. 3:**
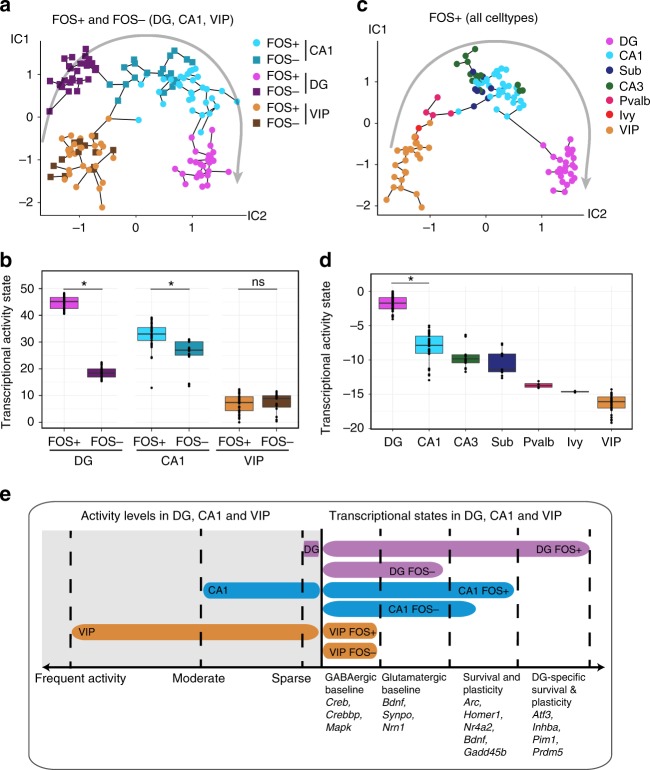
DG neurons exhibit a unique transcriptional signature following NE exposure. **a**, **b** Activity-dependent genes were used to construct an independent components (IC) plot using Monocle for DG, CA1, and VIP nuclei after exposure to a NE. **a** Nuclei are colored with respect to cell type. Arrow indicates the direction of increasing *Arc* expression. **b** Position along the main trajectory for each group of neurons. Transcriptional activity state (*y*-axis) = pseudotime as calculated by Monocle. * = *t*-test *p*-value < 0.05, ns = not significant. **c**, **d** Activity-dependent genes were used to construct a second independent Monocle plot for FOS+ neurons from all cell types. **c** Each cell is colored with respect to cell type. Arrow indicates the direction of increasing *Arc* expression. Sub = Subiculum, Pvalb = Parvalbumin interneuron. **d** Position along the main trajectory for each group of FOS+ neurons. * = Student’s *t*-test *p*-value < 0.05. **e** Conceptual summary of activity-induced expression within cell types with inherently different population activity rates. All cells exhibited expression of baseline genes required for activity-induced expression. DG and CA1 had a slightly elevated baseline of activity-related expression for a small subset of genes. DG and CA1 FOS+ neurons increased expression of known survival and plasticity genes, and DG FOS+ neurons further specifically upregulated an additional set of survival and plasticity-related genes

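For FOS+ nuclei of all cell types the score was standardised over the FOS+ nuclei alone and averaged per mouse. It was −0.50 in VIP (27 nuclei of 2 mice), −0.64 in Pvalb (4 nuclei of 2 mice) and −0.66 in Ivy nuclei (2 nuclei of 2 mice). The means per mouse lay between −0.51 and −0.49 in VIP, −0.71 and −0.57 in Pvalb, and −0.78 and −0.53 in Ivy.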

Including all cell types (Supplementary Fig. 3e and c) showed that the other interneurons, Ivy and Pvalb, possessed a similar transcriptional signature to VIP (Fig. 3d). CA3 and subiculum expressed activity-dependent genes to a similar degree as CA1, and DG neurons displayed the highest activity-dependent transcriptional signature. 

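The same score was −0.13 in CA1 (3 mice, −0.25 to −0.02), −0.28 in subiculum (11 nuclei of 3 mice, −0.37 to −0.21) and −0.41 in CA3 (13 nuclei of 2 mice, −0.51 to −0.31). In DG it was 1.09 (26 nuclei of 1 mouse). With 2 and 3 mice the exact permutation test cannot separate CA3 from CA1 at a p under 0.05. Both CA3 mice also gave CA1 nuclei, and within each CA3 lay below CA1 (−0.31 and −0.11, −0.51 and −0.25). Subiculum lay below CA1 within each of its 3 mice (−0.21 and −0.02, −0.26 and −0.11, −0.37 and −0.25).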

Despite their sparse activity, DG neurons have a robust transcriptional response to activity that has the potential to modify future neuronal function (Fig. 3e). 

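Of the 107 genes the paper lists as sustained after activity, all 107 were higher in FOS+ than in FOS− DG nuclei, with a median log2 fold change of 2.49, and 7 passed the adjusted threshold over all genes and 57 when adjusted over the list alone. In CA1 81 of the 103 tested were higher, with a median of 0.95. The paper drew this list from the same DG nuclei, so it is not independent evidence. The paper states that DG neurons respond robustly to activity although they are sparsely active, and that this response has the potential to modify later function (Fig. 3e).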

Given this transcriptional change and the known importance of the DG in keeping newly encoded memories distinct^44^, we chose to investigate the prolonged transcriptional consequences of activity within DG neurons only (Supplementary Fig. 1).

### Activity-induced transcription continues in DG over 5 h

We hypothesized that activity-induced transcription primes neurons for future reactivity (Supplementary Fig. 1); therefore, it was important to identify gene signatures that developed or persisted after the initial wave of IEGs (e.g., FOS) had subsided. We traced recently activated neurons over time by co-staining for FOS and ARC. Mice were exposed to a NE for 15 min and then returned to their HCs until sacrifice at 1, 5, or 15 h later. Unlike FOS, which is degraded within a few hours, ARC persists for at least 5 h after activation in the DG (Fig. 4a–b, Supplementary Fig 5a–e). One hour after NE exposure, FOS and ARC were colocalized within PROX1+CTIP2+ nuclei (Fig. 4c) and within whole DG cells (Supplementary Fig. 5b). These results confirm previous observations of prolonged ARC expression in the DG^45,46^ and validate the use of ARC to track activated DG neurons for up to 5 h after activation.

**Fig. 4:**
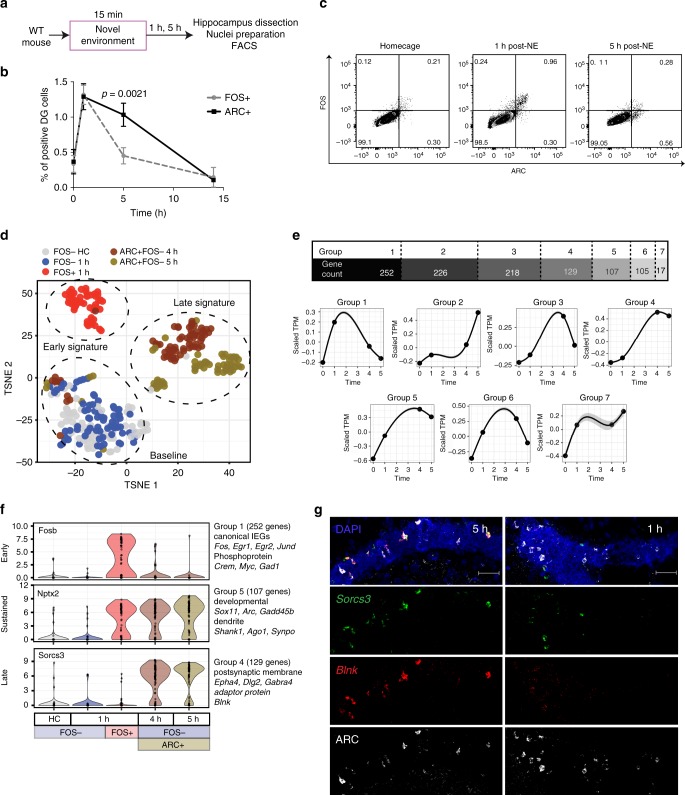
A dynamic transcriptional response occurs in DG neurons following NE exposure. **a** Experimental paradigm used for flow cytometry isolation of DG neurons at late time points post NE exposure. **b** Percentage of FOS+ (gray) and ARC+ (black) DG neurons in animals from HC and 1 h, 5 h or 15 h after a 15-min NE exposure (*n* = 3–14 mice per time point, ±S.D), *p* values are indicated for Mann–Whitney test. At least 150,000 DG nuclei were analyzed per mouse. **c** Representative FACS plots showing FOS and ARC expression in DG neurons (PROX1+CTIP2+ single nuclei) in HC and at 1 h or 5 h post-NE exposure. Percentages of nuclei per gate are indicated. **d** T-SNE of gene expression in DG nuclei. FOS− HC and FOS− 1 h cluster into the baseline signature. FOS+ 1 h nuclei cluster into the early signature, and ARC+FOS– from both 4 and 5 h cluster into the late signature. **e** Count of all DEGs from the comparison between HC and either FOS+ 1 h, ARC+FOS– 4 h, or ARC+FOS– 5 h nuclei. Genes are grouped into categories based on temporal expression pattern. *Y*-axis: mean standardized expression across all genes for the given category. **f** Violin plots for genes representative of the key temporal groups of early, sustained, and late. **g** Fluorescent in situ hybridization for two genes present in the late signature, *Sorcs3* and *Blnk*, combined with immunohistochemical detection of ARC protein. Left side: 5 h post NE exposure. Right side: 1 h post NE exposure. Scale bar = 50 μm

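DG nuclei stained ARC+FOS− were sequenced 4 h and 5 h after NE exposure and compared with the HC and 1 h DG nuclei, with the same library preparation and the same deposited values. At 4 h 68 of 74 nuclei from 2 mice passed the read and gene thresholds, with totals of 596621 to 5885908 counts and a median of 2470064. At 5 h 59 of 96 nuclei from 4 mice passed, with 142290 to 2437666 counts and a median of 426849. The 4 h mice gave 42 and 26 nuclei and the 5 h mice 22, 21, 10 and 6. Counts were summed per mouse and all DG groups entered one edgeR fit. The groups were processed in separate batches, so batch and time cannot be told apart. The HC sums, from 2 mice, are shared by every comparison with HC. Nuclei were also placed without counting called genes. A late score was the first principal component of the 129 genes that the paper assigns to its late group (Supplementary Data 4), over 556 DG nuclei, where it held 13.4% of their variance. Its boundary, −3.79, lies midway between the means of the 1 h FOS+ nuclei (−15.72) and of the 4 h and 5 h nuclei (8.14), and nuclei within 2.39 of it were counted as near. Each nucleus was also assigned to the nearest of 3 mean profiles, of baseline, early and late nuclei, computed without its own mouse where other mice allowed.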

DG neurons at early (1 h) and late time points (4 and 5 h) were examined using t-SNE (Fig. 4d). The HC FOS- and 1-h FOS− neurons clustered together into a baseline signature, marked by high *Prdm5* expression (Supplementary Fig. 5g). 

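Of the HC nuclei 23 of 23, and of the 1 h FOS− nuclei 27 of 27, lay nearest to the baseline profile.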

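Of the 1 h FOS+ nuclei 26 of 26 lay nearest to the early profile. This profile was built from the nuclei of the one 1 h mouse, so the placement is not independent of them. Fosb (chromosome 7 of GRCm38, 19302696 to 19310051) had a mean log2(TPM+1) of 3.66 in these nuclei, 0.14 in HC, 0.43 at 4 h and 0.22 at 5 h. Its count was 6297 in FOS+ and 3 in FOS− nuclei at 1 h. The edgeR test did not call it (adjusted p = 1), and limma, chosen after the values were seen, did.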

The 1-h FOS+ neurons separated into a distinct cluster denoted as the early signature and expressed IEGs such as *Fosb* (Fig. 4d and Supplementary Fig. 5g). The 4- and 5-h ARC+FOS− nuclei clustered separately and expressed unique genes, including *Sorcs3*, indicating that a separate transcriptional profile continued to develop over time (late signature). 

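Of the ARC+FOS− nuclei 82.1% ± 1.81 (SD, n = 2 mice) at 4 h and 88.7% ± 3.58 (SD, n = 4) at 5 h lay nearest to the late profile. By the late score, 84.4% ± 5.18 (SD, n = 2) at 4 h and 66.8% ± 37.5 (SD, n = 4) at 5 h lay above the boundary, against 0 of 23 HC nuclei, 1 of 27 1 h FOS− nuclei and 0 of 26 1 h FOS+ nuclei. The paper chose the genes of this score on these nuclei, and the boundary was set between the 1 h FOS+ and the 4 h and 5 h nuclei, so most of this contrast is built into the score. The 5 h mice gave 100%, 90.5%, 60.0% and 16.7%. Sorcs3 (chromosome 19 of GRCm38, 48206025 to 48805505) had a mean log2(TPM+1) of 5.59 ± 0.05 (SD, n = 2) at 4 h, 5.73 ± 0.49 (SD, n = 4) at 5 h and 0.21 in HC, where 1 of the 2 mice had no count. It had 0 counts in the 26 FOS+ nuclei at 1 h and 659 counts in the FOS− nuclei of the same mouse. Against HC its log2 fold change was 6.95 at 4 h (standard error 1.37, adjusted p = 0.032 from edgeR) and 7.06 at 5 h (1.35, adjusted p = 0.027). Without HC mouse 7 neither was called, and without either of the 4 h mice Sorcs3 was not called at 4 h.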

To examine the transcriptional dynamics in more detail, we classified the temporal expression patterns of activity-related genes into seven groups (Fig. 4e; Supplementary Data 4). The most prevalent group (group 1; 252 genes) exhibited a canonical IEG dynamic characterized by increased expression at 1 h and a return to baseline by 4 h (e.g., *Fosb*, *Egr1*; Fig. 4f). 

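Of the paper's 252 genes of this group, 248 were higher in 1 h FOS+ nuclei than in HC, with a median log2 fold change of 2.54, and 9 passed the adjusted threshold over all genes and 59 when adjusted over the list alone. At 4 h the median was 0.85 (197 higher, 2 called over all genes and 3 over the list alone), where the median of all genes was 0.23. At 5 h it was 0.35 (144 higher, 1 and 1 called). The list was chosen by the paper on these nuclei and is not independent evidence. Egr1 (chromosome 18 of GRCm38, 34859823 to 34864984) had log2 fold changes against HC of 3.08 (standard error 2.00) at 1 h, 0.60 (1.68) at 4 h and −1.19 (1.41) at 5 h, and Fosb of 7.90 (3.93), 3.81 (3.16) and 4.59 (3.15). The edgeR test called neither gene at any of these times.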

Group 1 genes were assessed for enrichment using the hypergeometric test and were enriched for terms such as phosphoproteins (*p*_adj_ < 8.7e−18), Ubl conjugation (*p*_adj_ < 1.1e−06), acetylation (*p*_adj_ < 2.4e−06), and regulation of transcription (*p*_adj_ < 4.4e−02), and the promoter regions were enriched for CREB binding sites (HOMER^47^ *p*_adj,motif enrichment_ < 6.3e−03; STAMP^48^ *p*_adj,CREB similarity_ < 5.00e−12). 

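The 107 genes of the paper's group 5 (Supplementary Data 4) had median log2 fold changes against HC of 2.62 in 1 h FOS+ nuclei, 2.64 at 4 h and 2.19 at 5 h. All 107 were higher at 1 h and at 4 h, and 105 at 5 h. Over all genes 32, 35 and 31 of them were called, and 86, 87 and 76 when adjusted over the list alone, which was chosen on these nuclei. Arc had log2 fold changes of 12.51 at 4 h (standard error 0.72, adjusted p = 4.8e-09 from edgeR) and 10.39 at 5 h (0.66, adjusted p = 3.2e-08). Synpo (chromosome 18 of GRCm38, 60593973 to 60660142) had 5.21 at 1 h, 4.93 at 4 h and 3.33 at 5 h (standard errors 0.45, 0.42 and 0.37, adjusted p = 3.6e-06, 2.9e-06 and 0.00011 from edgeR). Nptx2 (chromosome 5, 144545902 to 144557478) had 5.61, 5.66 and 5.79 (standard errors 1.07, 1.02 and 1.00, adjusted p = 0.023, 0.015 and 0.013 from edgeR). Nptx2 was not called at any of these times without HC mouse 6 or without HC mouse 7. Gadd45b (chromosome 10, 80930073 to 80932204) had 7.72, 5.68 and 3.85 (standard errors 1.68, 1.48 and 1.30) and was not called over all genes (adjusted p = 0.061, 0.21 and 0.32 from edgeR).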

A second group of genes (group 5; 107 genes termed sustained) was increased at 1 h and remained elevated at both 4 and 5 h following activity (e.g., *Nptx2*, *Arc*, *Gadd45b*, *Synpo*). Group 5 genes were enriched for phosphoproteins (*p*_adj_ < 8.9e−06), and the terms dendrite (*p*_adj_ < 2.00e−04), synapse (*p*_adj_ < 7.50e−03), and cell projection (*p*_adj_ < 2.20−e02). Additionally, a late signature was present where genes were elevated at both 4 and 5 h following NE but not at 1 h (group 4; 129 genes, e.g., *Sorcs3*, *Dlg2*, *Gabra4*). 

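The 129 genes of this group had median log2 fold changes against HC of 0.76 in 1 h FOS+ nuclei (93 higher), 2.18 at 4 h (129 higher) and 1.87 at 5 h (123 higher). Over all genes 4, 10 and 9 of them were called, and 12, 68 and 73 when adjusted over the list alone, which the paper chose on these nuclei. Dlg2 (chromosome 7 of GRCm38, 90476672 to 92449247) had log2 fold changes of 0.43 (standard error 0.64) at 1 h, 1.20 (0.54) at 4 h and 1.05 (0.48) at 5 h. Gabra4 (chromosome 5, 71569749 to 71658308) had 0.45 (0.54), 1.61 (0.46) and 0.69 (0.40). Neither was called by edgeR at any of these times (adjusted p = 0.86 and 0.47 for Dlg2 and 0.30 and 0.55 for Gabra4 at 4 h and 5 h).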

Group 4 showed the strongest enrichment for genes associated with membrane proteins (*p*_adj_ < 1.90e−11), the postsynaptic membrane (*p*_adj_ < 5.00e−05), and calcium (*p*_adj_ < 1.50e−02). To validate our snRNA-Seq results, we chose two of the late signature genes (*Sorcs3* and *Blnk*) and performed fluorescent in situ hybridization in combination with immunohistochemistry for ARC protein. At 5 h post NE exposure, we observed substantial colocalization of *Sorcs3* and *Blnk* in ARC+ cells in the DG (Fig. 4g). The transcriptional dynamics induced by brief NE exposure, therefore, continued to develop over several hours, particularly regarding genes that can alter neuronal function, such as synaptic proteins and kinases.

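Over all 24405 genes edgeR called 60 at 4 h against HC (60 higher and 0 lower, 1363 at an unadjusted p under 0.05) and 64 at 5 h (57 higher and 7 lower, 2506). DESeq2 called 1011 at 4 h (813 higher and 198 lower) and 1987 at 5 h (1330 and 657), and limma, chosen after the values were seen, 564 (138 and 426) and 1517 (149 and 1368). The direction of most calls at these times thus differed between edgeR and limma. Without HC mouse 6 the edgeR counts were 180 and 204, and without HC mouse 7 17 and 20. Leaving out either 4 h mouse gave 34 and 30 genes at 4 h, and leaving out each 5 h mouse gave 46 to 84 at 5 h. From the genes still elevated at 4 h and 5 h and those elevated only then (Fig. 4d–f), the paper concludes that the transcriptional dynamics continued to develop over several hours, particularly for synaptic proteins and kinases.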

### Gene signatures discriminate reactivation and new activation

A fundamental advance in understanding memory was the demonstration that memory retrieval preferentially reactivates the same neuronal network that was active during encoding and that these engram cells are necessary and sufficient for the behavioral expression of a memory^23,24^. We sought to identify the transcriptional changes that support reactivation of engram cells by re-exposing the mice to a second context. We expected to observe more neuronal reactivation in mice re-exposed to the same context, given that neurons firing during the first exposure should receive largely the same input during the second. Conversely, we expected a new set of neurons to activate in a different context, given that the DG has been shown to recruit distinct neuronal ensembles to represent different environments^7^. To confirm the ability of mice to maintain a memory of the first NE at the time of the second exposure, we first quantified their exploratory behavior when exposed to a different context. As we were not able to track the behavior of mice in the exact same environment used for all our previous sorting experiments (NE A), we used two different environments equipped with overhead cameras (A′ and C′). Mice were exposed to a NE (A′) for 15 min and then returned to their HCs. Four hours after the first experience, we re-exposed mice either to the same environment (A′ > A′ group) or to a different environment (A′ > C′) for 15 min (Fig. 5a). Mice in the A′ > A′ group exposed to the same environment 4 h apart showed less exploration during the second exposure, demonstrating their familiarity with the environment. In contrast, mice in the A′ > C′ group showed no habituation of exploratory behavior, demonstrating the novelty of the second environment (Fig. 5b). These behavioral results indicated that mice maintained a memory of a first NE at the time of a second exposure 4 h later.

**Fig. 5:**
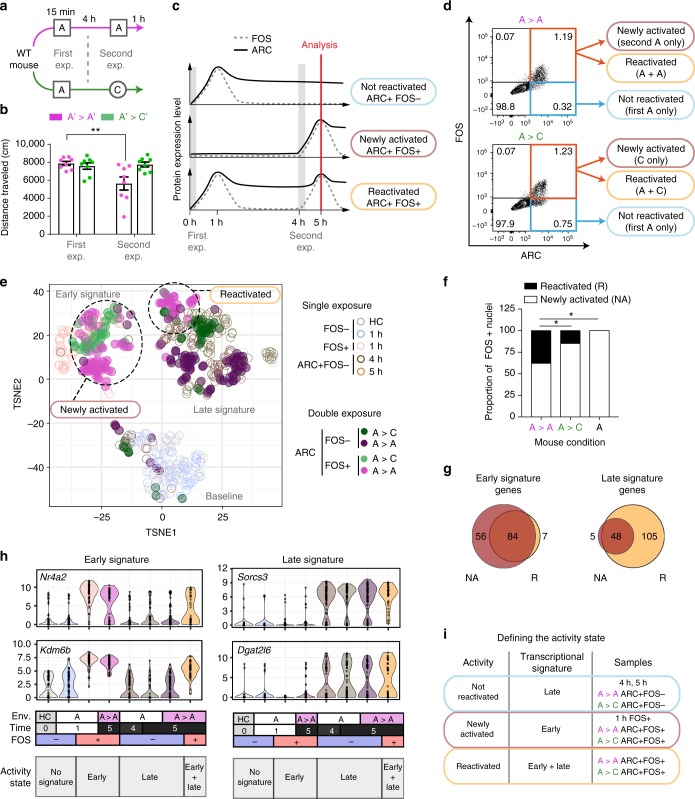
Early and late signatures discriminate Reactivated from Newly Activated neurons. **a** WT mice were exposed to NE A for 15 min, returned to HC for 4 h, and re-exposed to A or to a different environment C. **b** Distance traveled during a 15-min NE for mice exposed twice to the same environment or to two different environments (*n* = 8 per group, mean ± S.E.M., **p < 0.01, two-way ANOVA with Sidak’s multiple comparisons test). **c** One hour after the second exposure, FOS and ARC protein levels alone cannot discriminate Newly Activated from Reactivated DG neurons. **d** One hour after the second exposure, FOS and ARC in DG neurons (PROX1+CTIP2+) were measured by flow cytometry. ARC+FOS+ DG neurons (red gate) = Newly Activated and Reactivated; ARC+FOS− DG neurons (blue gate) = Not Reactivated. Representative FACS plots of *n* = 6 mice. **e** T-SNE of all DG nuclei from the HC and single exposure (open circles) or double exposure (filled circles). Clusters that represent the baseline, early, and late signatures are noted in gray text. The group of ARC+FOS+ nuclei that clusters with the early signature is designated as putatively Newly Activated; and those that cluster with the late signature are designated as putatively Reactivated. **f** The proportion of Newly Activated and Reactivated nuclei were calculated for each exposure condition. * = Chi-square test *p* < 0.05. **g** Euler diagram of all early (left) and late (right) signature genes that are increased compared to HC in either the Newly Activated (NA) or Reactivated (R) nuclei. **h** Violin plots of representative genes for the early and late signatures. Env = context the mouse was exposed to, time = time in hours between exposure to the first context and sacrifice, FOS = FOS protein status by FACS, activity state = gene signature. **i** Summary of terminology. Newly Activated nuclei exhibit an early transcriptional signature, Not Reactivated nuclei exhibit the late signature, and nuclei that are activated in both contexts are expected to display both the early and late signatures (Reactivated)

Based on these observations, we used the same timeline and exposed mice to A > A or A > C, two highly different environments designed to maximize IEG expression and ensure sufficient active DG neurons for subsequent analysis. The hippocampus was dissected 1 h after the second exposure, and DG neurons were examined for activation markers using flow cytometry. Because FOS is present by 1 h and disappears by 5 h, whereas ARC has high overlap with FOS at 1 h but persists through 5 h (Fig. 5c), we classified nuclei that were ARC+FOS− as Not Reactivated (Fig. 5d, blue gate). These nuclei acquired ARC in response to the first NE but did not show the FOS signal indicative of a response to the second. The Not Reactivated population was more prominent in the A > C condition (29.2% (SD ± 7.4%) vs 17.1% (SD ± 5.6%) in A > A) (Supplementary Fig. 5f), which was expected based on the hypothesis that different environments should activate fewer overlapping ensembles of neurons than re-exposure to the same environment. Among the ARC+FOS+ population, we could not discriminate between Reactivated and Newly Activated nuclei based on protein signal alone (Fig. 5c). However, we hypothesized that we could distinguish between Reactivated and Newly Activated nuclei based on their transcriptomes. 

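DG nuclei of mice exposed to A and 4 h later to A again (A > A) or to C (A > C) were taken 1 h after the second exposure, sorted by ARC and FOS protein, and sequenced as the nuclei of the other experiments were. After the read and gene thresholds 130 of 144 ARC+FOS+ and 129 of 142 ARC+FOS− nuclei from A > A remained, from 6 mice each, of which 4 gave both. From A > C 48 of 48 ARC+FOS+ nuclei from 2 mice and 46 of 48 ARC+FOS− nuclei from 2 other mice remained. The median total per nucleus was 1667567.5 (187733 to 4425356) in A > A ARC+FOS+ and 2133842 (148194 to 4337306) in A > A ARC+FOS−. In A > C it was 743175.5 (204534 to 2102467) in ARC+FOS+ and 1075372.5 (448820 to 2751426) in ARC+FOS− nuclei. The numbers of mice are those of the labels. Supplementary Data 5 gives the same numbers of sequenced A > A nuclei but 4 mice for each of the A > A groups, and age labels differ between nuclei of mouse 19 and of mouse 20, so every n of 6 mice and every exact test over these mice rests on the labelled mouse numbers. Mice of A > A and A > C shared no batch, so the exposure and the batch cannot be told apart. The clusters of Fig. 5e were not recomputed. Nuclei were placed by the late score and the nearest mean profile described for the single exposure, which gives a range of nuclei near the boundary. Counts were summed per mouse for the edgeR fits, without a term for the mouse, and the fit with the mouse as a replicate block was an alternative.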

We collected nuclei from both ARC+FOS+ (Reactivated + Newly Activated) (Fig. 5d, red gate) and ARC+FOS− (Not Reactivated) (Fig. 5d, blue gate) populations for snRNA-seq.

All DG neurons were plotted using t-SNE (Fig. 5e). As expected, HC and 1-h FOS− nuclei clustered together (baseline signature; Fig. 5e), the 1-h FOS+ population separated from baseline (early signature; Fig. 5e), and the 4- and 5-h ARC+FOS- nuclei clustered in a separate signature (late signature; Fig. 5e). 

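Above the boundary of the late score lay 87.9% ± 5.53 (SD, n = 6 mice) of A > A ARC+FOS− nuclei (113 of 129 nuclei, with 16 of the group near the boundary) and 85.2% ± 21.0 (SD, n = 2) of A > C ARC+FOS− nuclei, with 100% and 70.4% in the 2 mice. Nearest to the late profile lay 93.0% ± 8.97 (SD, n = 6) and 85.2%. The 129 late genes were higher in the re-exposed ARC+FOS− nuclei than in HC, with a median log2 fold change of 1.98 (123 higher), where the median of all genes was 0.36. Camera on the edgeR fit, an enrichment test with a preset correlation of 0.01, gave p = 1.5e-56, fry, whose p comes from rotations of the residuals rather than a permutation, gave p = 5.7e-08, and camera with the estimated correlation gave p = 6.4e-06. The paper chose these genes on the 4 h and 5 h nuclei and the same HC nuclei, so the shared HC mice enter both.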

Nuclei identified as Not Reactivated by protein (ARC+FOS−) from both the A > A and A > C exposures clustered with the late signature, indicating that these neurons activated in the first environment but not the second. Conversely, the majority of ARC+FOS+ nuclei from the A > C exposure clustered with the early signature, providing further evidence that contexts A and C activated distinct sets of DG neurons. 

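Of the A > C ARC+FOS+ nuclei 43 of 48 (89.6%) lay nearest to the early profile. By the late score 4 of 48 lay above the boundary, 8.33% in both of the 2 mice, and 3 lay near it. The mean log2(TPM+1) of the 252 early genes was 3.96 ± 0.26 (SD, n = 2 mice) in these nuclei, against 4.54 in the 1 h FOS+ nuclei and 2.24 in HC.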

Interestingly, the ARC+FOS+ nuclei from the A > A exposure displayed two distinct signatures. One group clustered with the early signature whereas the other clustered with the late signature (Fig. 5e). This distinction potentially represented neurons that were Newly Activated (early signature) by the second experience and neurons that were Reactivated (FOS+ and late signature). 

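Of the A > A ARC+FOS+ nuclei 64 of 130 (49.0% as the mean of the mice) lay nearest to the early profile and 63 (48.6% ± 19.6, SD, n = 6 mice) nearest to the late one. By the late score 65 of 130 lay above the boundary, and 10 lay near it. The share per mouse was 72.7%, 66.7%, 31.6%, 17.4%, 63.2% and 47.8%. It followed the batch, with means of 69.7%, 24.5% and 55.5% in the 3 batches of 2 mice each. At 100000 counts per nucleus the mean was 49.1%.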

There was a greater proportion of putatively Reactivated nuclei in the A > A group compared to the A > C group (Chi-square test, *p*-value < 3.1e−03; Fig. 5f). These Reactivated neurons from the A > A context represented possible engram cells.

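The share of ARC+FOS+ nuclei above the boundary was 49.9% ± 21.8 (SD, n = 6 mice, 17.4% to 72.7%) in A > A and 8.33% in both A > C mice, a difference of 41.6 (two-sided exact permutation test over mice, p = 0.0357, the smallest of the 28 splits). By the nearest profile the late share was 48.6% in A > A and 10.4% ± 2.95 (SD, n = 2) in A > C (exact permutation test, p = 0.0357). The mean late score, without a boundary, differed by 6.50 (exact permutation test, p = 0.321). The difference in shares depended on how nuclei were placed and on single mice. It was 39.2 (exact permutation test, p = 0.0357) with the component fitted on re-exposed nuclei. With the boundary of 10 that the paper states for its component it was 20.2 (exact permutation test, p = 0.107), with the mean of the late genes 36.7 (exact p = 0.107), with standardised genes 39.5 (exact p = 0.0714), and without the read and gene thresholds 29.2 (exact p = 0.107). Without mouse 24 or mouse 25 the exact p was 0.0476, the smallest possible, without any other A > A mouse 0.0952, and without either A > C mouse 0.143, the smallest possible. No batch held mice of both exposures, so no value within a batch can be given. With the nuclei thinned to 100000 counts the A > C share was 12.5%.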

We further examined the early and late gene signatures within these putative Newly Activated and Reactivated clusters from the A > A condition. 

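Kdm6b (chromosome 11 of GRCm38, 69398508 to 69413675) had a mean log2(TPM+1) of 5.81 ± 0.38 (SD, n = 6 mice) in A > A ARC+FOS+ nuclei and 1.64 ± 0.45 (SD, n = 6) in ARC+FOS− nuclei, where Not Reactivated nuclei are those that are ARC+FOS−. Its log2 fold change was 3.47 (standard error 0.53, adjusted p = 0.018 from edgeR), with every ARC+FOS+ mouse above every ARC+FOS− mouse. It was not called without mouse 24, 25, 26 or 27, nor with the mouse as a replicate block. Nr4a2 had 4.08 ± 1.77 (SD, n = 6) and 1.30 ± 0.78 (SD, n = 6), a log2 fold change of 2.38 (standard error 1.13, adjusted p = 0.32 from edgeR), and was called by limma, chosen after the values were seen. The 252 early genes together had a median log2 fold change of 0.93 between ARC+FOS+ and ARC+FOS− nuclei (228 higher). Their mean log2(TPM+1) in ARC+FOS− nuclei was 2.22 ± 0.27 (SD, n = 6).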

IEGs, defined here as genes that were upregulated at 1 h and returned to baseline by 4 h (e.g., *Nr4a2* and *Kdm6b*; Fig. 5g–h and Supplementary Fig. 6a), were expressed at baseline levels in Not Reactivated nuclei but upregulated in Newly Activated and Reactivated nuclei. The Reactivated group expressed a smaller subset of IEGs and at a lower level of expression than the Newly Activated group (proportion _NA_ = 25.0% proportion _R_ = 10.8%; Chi-square test *p*-value < 3.85e−12), indicating that the second round of activity might cause weaker IEG expression in general, as previously suggested for FOS after multiple exposures^49,50^. 

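Within each A > A mouse the ARC+FOS+ nuclei were compared above and below the boundary of the late score, as medians over nuclei of their mean level of the 252 early genes. The level was lower above the boundary than below it in 6 of 6 mice. The pairs were 3.16 and 4.22, 3.34 and 4.28, 3.29 and 4.02, 3.59 and 3.95, 2.38 and 3.42, and 2.62 and 3.52 log2(TPM+1). The split is made by the late genes, so only the early genes are compared, and nuclei near the boundary are included. The mean of the early genes over all A > A ARC+FOS+ nuclei was 3.41 ± 0.41 (SD, n = 6).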

We next examined the presence of the late signature genes in both groups. 

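Sorcs3 had a mean log2(TPM+1) of 3.22 ± 1.51 (SD, n = 6 mice) in A > A ARC+FOS+ nuclei, 5.82 ± 0.38 (SD, n = 6) in A > A ARC+FOS− nuclei and 0.68 ± 0.29 (SD, n = 2) in A > C ARC+FOS+ nuclei. Dgat2l6 (X chromosome of GRCm38, 100524838 to 100546144) had 2.61 ± 1.35 (SD, n = 6) in A > A and 1.05 ± 0.26 (SD, n = 2) in A > C ARC+FOS+ nuclei. Between A > A ARC+FOS+ and ARC+FOS− nuclei Sorcs3 had a log2 fold change of −1.16 (standard error 0.62, adjusted p = 0.39 from edgeR), and the 129 late genes a median of −0.50 (93 lower). Among nuclei above the boundary the median of the late genes was −0.08. Sorcs3 and Dgat2l6 belong to the genes that define the score, so their levels on its sides are not given.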

Late signature genes were primarily expressed in Reactivated neurons (proportion _NA_ = 9.46% proportion _R_ = 18.17%; Chi-square test *p*-value < 9.29e−06) (e.g., *Sorcs3* and *Dgat2l6*; Fig. 5g–h and Supplementary Fig. 6a). Together these results indicated that ARC+FOS+ nuclei from the A > A condition split into two groups, one containing only a signature of recent activity (Newly Activated) and another containing signatures of recent and previous activity (Reactivated). Therefore, using FOS and ARC staining in combination with single-nucleus RNA-sequencing, we identified reactivated neurons from wild-type mice (Fig. 5i).

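Within the A > A mice the mean of the early genes and the late score ran against each other over ARC+FOS+ nuclei, with a Pearson's r of −0.52 on average (−0.71 to 0.04, negative in 5 of 6 mice, exact sign-flip permutation test over mice, p = 0.0625). The sign-flip test has 64 flips and can reach 0.0312. Mouse 25 was the one with a positive value. From the nuclei that express IEGs and cluster with the late signature (Fig. 5e–h), the paper concludes that ARC+FOS+ nuclei of A > A split into a group with a signature of recent activity alone (Newly Activated) and one with signatures of recent and previous activity (Reactivated).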

### Signatures established over 4 h select reactivated neurons

We sought to determine if a component of the transcriptional signature in Reactivated nuclei was predictive of neuronal reactivity. Our strategy was to (i) identify genes that separated Reactivated from Not Reactivated neurons, (ii) select for genes that were already present 4 h after the first context, and (iii) estimate whether this signature was predictive of reactivity (Fig. 6a). A total of 884 genes were differentially expressed between Reactivated and Not Reactivated DG (FDR < 0.05; Supplementary Data 3). These reactivity DEGs were characterized by downregulation of mitochondrial genes and upregulation of kinases (Supplementary Fig. 6b). 

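Reactivated nuclei were approximated here by A > A ARC+FOS+ nuclei above the boundary of the late score and Not Reactivated nuclei by A > A ARC+FOS− nuclei above it, summed per mouse (6 mice each). edgeR called 16 genes of 14014 (5 higher and 11 lower in ARC+FOS+, 1144 at an unadjusted p under 0.05). DESeq2 called 470 (181 and 289), among them all 16. With the mouse as a replicate block 0 were called (959 at an unadjusted p under 0.05), and with sums of at least 5 nuclei 7. The block fit rests on the 4 mice that gave nuclei of both kinds and leaves 3 residual degrees of freedom, against 10. Its count of 0 therefore does not show that the differences are absent within mice. Leaving out each mouse in turn gave 0 to 18 genes, with 0 without mouse 27, 1 (Dclk1) without mouse 26, 5 without mouse 25 (Dclk1, Fam214a, Kdm6b, Osbpl6 and Unc13c), 8 without mouse 24 and 9 without mouse 15.

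Higher in ARC+FOS+ were Kdm6b (log2 fold change 2.75, standard error 0.32, adjusted p = 0.0094 from edgeR; 191 ± 40.7 and 28.5 ± 7.39 CPM, SD, n = 6), Dclk1 (1.63, 0.22, adjusted p = 0.0094), R3hdm1 (1.28, 0.19, adjusted p = 0.020), Osbpl6 (1.70, 0.26, adjusted p = 0.023) and Jarid2 (2.04, 0.35, adjusted p = 0.0485). The lower genes included Sfxn3 (−2.21, standard error 0.29, adjusted p = 0.0094 from edgeR) and Slc39a6 (−1.72, 0.25, adjusted p = 0.018). Dclk1 was not called without mouse 24 or mouse 27, and Kdm6b not without mouse 26 or mouse 27. Without the boundary, all A > A ARC+FOS+ against all ARC+FOS− nuclei, 10 genes were called (6 higher and 4 lower, 3762 of 24405 at an unadjusted p under 0.05) by edgeR, 874 by DESeq2 (367 and 507) and 342 by limma (207 and 135), chosen after the values were seen. With the mouse as a replicate block 0 were called (1649 at an unadjusted p under 0.05). Without mouse 25, 26 or 27 the count was 1 (Dclk1), and without the other mice 4 to 8.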

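The 87 respiratory chain genes tested had a median log2 fold change of −0.34 between these groups (64 lower), with p = 0.043 by camera on the edgeR fit, a test across genes whose preset correlation is not exact. The result did not hold by fry (p = 0.157) or by camera with the estimated correlation (p = 0.559), neither of them an exact test. It was also past the threshold in neither of the fits with other scaling (median −0.23, camera p = 0.0803, not exact) and with all ARC+FOS− nuclei (−0.31, camera p = 0.0568, not exact). With the mouse as a replicate block the median was −0.15 and the mean −0.38, while camera gave the opposite direction relative to the median of all genes, −0.37. Leaving out each mouse in turn gave medians of −0.55 to −0.23 and camera values of 0.000372 to 0.416, with values above 0.05 without mouse 15, 16, 19, 20 or 27.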

As expected, many reactivity DEGs were IEGs and were removed from further analysis. DEGs that were present at the 4- or 5-h time point and were either induced by activity (putative predictive—activity induced) or present at all time points (putative predictive—baseline) were defined as the set of putative predictive genes. Importantly, transcription of putative predictive genes exhibited notable bimodality in nuclei from mice exposed to a single context and a unimodal expression pattern in Reactivated nuclei, indicating that an underlying transcriptional signature was likely present in a subset of DG nuclei prior to entering the second context. To determine the predictive power of these genes, all A > A nuclei were separated into a training (*N*_, Newly Activated_ = 15, *N*_, Not Reactivated = _15, *N*_, Reactivated_ = 15) and test set (*N*_, Newly Activated_ = 37, *N*_, Not Reactivated = _50, *N*_, Reactivated_ = 21) and the ability to predict reactivity status was assessed using a random forest classifier trained on the set of putative predictive genes. 

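The paper's 191 genes were not used as a list, and features were chosen here by the shares of expressing nuclei that the paper states, without its starting list of called genes, its exclusion of genes associated with batch, its requirement of presence at 4 h or 5 h, its round of feature elimination or its number of trees. In the training nuclei above the boundary of the late score, a gene higher in ARC+FOS+ nuclei was kept where at least 80% of them had it above a log2(TPM+1) of 1, and a lower gene where at most 40% had. Genes of the paper's 1 h groups were left out, and the 191 with the largest difference of means relative to the pooled SD were used. A random forest of 1000 trees was trained on 15 nuclei per class, drawn 20 times, and scored by the area under the ROC curve. The labels do not name the second cohort, so the latest batch of A > A (mice 26 and 27) was taken as it, and the other mice as the original cohort. This assignment is an assumption. In the original cohort mice 15 and 16 gave ARC+FOS+ nuclei alone, mice 19 and 20 ARC+FOS− nuclei alone, and mice 24 and 25 both. These 3 pairs were processed in separate batches. Above the boundary mice 15 and 16 gave 16 ARC+FOS+ nuclei each, against 6 and 4 from mice 24 and 25. FOS class and batch are therefore partly joined in this cohort.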

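Within the original cohort, with features chosen on all its nuclei and tested on the nuclei not drawn for training (27 ARC+FOS+ and 59 ARC+FOS−, all above the boundary), the mean area under the curve for Reactivated against Not Reactivated nuclei, approximated by the late score, was 0.967 (SD 0.0131 over draws). With features chosen on the training nuclei alone it was 0.922 (SD 0.0243). Training and test nuclei came from the same mice in both. With the FOS labels shuffled before features were chosen the area was 0.945 for features from all nuclei and 0.497 for features from the training nuclei. Shuffling also breaks the link of FOS class to batch, so it cannot tell a FOS signal from a batch difference. With 1 mouse left out of training and tested, the area was 0.816 for mouse 24 and 0.491 for mouse 25, the mice of this cohort that gave nuclei of both kinds.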

A receiver-operating characteristics (ROC) curve showed that the model successfully called Reactivated neurons with an area under the curve of 0.93 and 0.96 when compared to either the Newly Activated (model i) or Not Reactivated (model ii) nuclei, respectively (Fig. 6c), and when the model was tasked with distinguishing all three groups simultaneously, classification errors of 13%, 20%, and 20% were calculated for Reactivated, Not Reactivated, and Newly Activated nuclei, respectively.

**Fig. 6:**
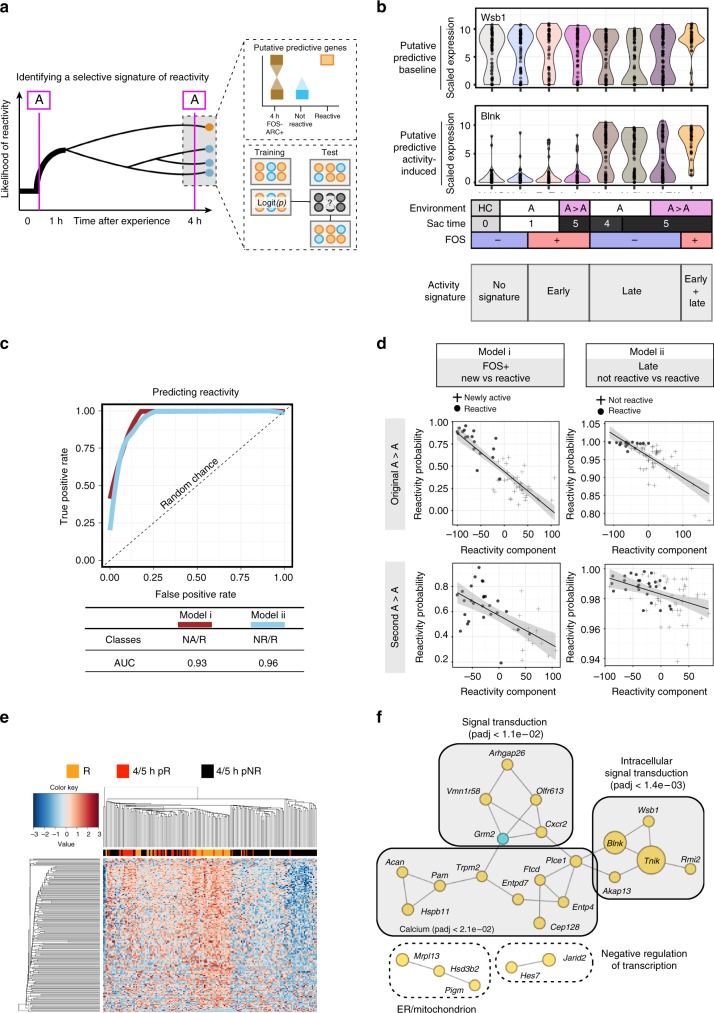
Computational prediction of activity state. **a** Schematic of analytical procedure. (Left) Mice were exposed to two contexts (A > A). It was hypothesized that multiple transcriptional signatures developed over the intervening hours and that one of these states was associated with Reactivity. (Top right) Differential expression tests were used to identify genes that were differentially expressed between Reactivated and Not Reactivated nuclei. In order to be biologically predictive, these genes were expected to be expressed bimodally at 4 h and not in the Not Reactivated nuclei. (Bottom right) All DG nuclei from the A > A context were separated into a training and test set. The training set was used to build a classifier, which then predicted reactivity status within the test set. **b** Temporal profiles and representative violin plots of reactivity DEGs present at baseline or in late-expressing genes. **c** Model assessment using a receiver-operating characteristics curve based on predictions from the test set from the original A > A cohort. Red line = model i, blue line = model ii. The area under the curve (AUC) for each model is included in the table. **d** Model assessment for model i (first column) and model ii (second column) based on linear correlation for the original (top row) and second (bottom row) A > A cohort. Reactivity component is the principal component associated with reactivity for the given sample set. **e** Heatmap of all Reactivity DEGs showing the 4 and hour nuclei that are predicted to contain the Reactivated signature (4/5 h pR), the Not Reactivated signature (4/5 h pNR), and the true Reactivated neurons (R). **f** Predictive genes clustered by GO annotation. *P*-value = DAVID bioinformatics Benjamini *p*-value. Genes with elevated (yellow) and lower (blue) expression in Reactivated compared to Not Reactivated nuclei are shown with increasing size based on the model importance estimate. Annotations represent the top GO-term for the associated gene cluster

The reactivity signature was then examined in a second, independent cohort of mice exposed to A > A. A continuous value for ground truth of reactivity state was determined by identifying the top principal component (reactivity component) that separated either (i) FOS+ nuclei into late and early signature clusters (Supplementary Fig. 6e) (Student’s *t*-test: A > A _original_ *p* < 5.20e−16; A > A _second _*p* < 3.44e−11) or (ii) late signature nuclei into FOS+ and FOS− clusters (Student’s *t*-test: A > A _original _*p* < 1.77e−09; A > A _second_ *p* < 9.22e−09) based on the full transcriptome (Supplementary Fig. 6f). The models that were trained on the original cohort were then used to calculate the probability of reactivity in the second cohort. Using the original A > A cohort as a test case, the correlation between the reactivity component and the predicted reactivity was significant for both model i (Pearson’s correlation test: A > A _original_ *p* < 3.43e−17) and model ii (Pearson’s correlation test: A > A _original_ *p* < 4.41e−12), as expected. Importantly, the correlation between the reactivity component and predicted reactivity was also significant for the independent cohort of A > A nuclei (Pearson’s correlation test: model i: A > A_second_ *p* < 2.54e−03; model ii: A > A _second_ *p* < 4.57e−04), indicating that the model was robust across multiple mice and batches (Fig. 6d). Together these findings indicated that this subset of genes had high predictive capacity for the identification of neurons with the potential to be reactivated.

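The forest trained on the original cohort was applied to the 2 mice of the second cohort. For ARC+FOS+ against ARC+FOS− nuclei above the boundary the area under the curve was 0.531 in mouse 26 (12 and 21 nuclei) and 0.610 in mouse 27 (11 and 18), a mean of 0.570. With shuffled FOS labels in training the mean was 0.542 (SD 0.122 over draws). For ARC+FOS+ nuclei above the boundary against those below it the areas were 0.917 and 0.991. The late score that sets this boundary is computed from the same nuclei, so the second comparison shares genes with the features. The correlations with a reactivity component were not recomputed.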

This model could be applied to determine the presence of a primed state in the absence of a second exposure. We used this model to predict the reactivation potential of neurons from the 4- and 5-h time points after just a single NE exposure. Importantly, a subset of 4- and 5-h nuclei did indeed contain the predictive signature of reactivity. Clustering showed a distinct separation between the 4- and 5-h nuclei that were predicted to become reactivated and those that did not (Fig. 6e). This finding indicated that the gene expression signature associated with reactivity was present in DG neurons prior to exposure to the second context. This highly predictive set contained genes with known function in CREB and FOS pathways (e.g., *Blnk)*, dentate gyrus-dependent pattern separation (*Tnik*), calcium binding (e.g., *Acan*, *Entpd4*), and repression of transcription (e.g., *Hes7*) (Fig. 6f). Together these results show that activity in DG neurons elicits multiple waves of transcription over time and that a key transcriptional signature is selectively enriched within potential engram cells that are reactivated upon a second exposure.

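The forest trained on the original cohort to separate ARC+FOS+ from ARC+FOS− nuclei assigned 54.8% and 7.69% of the nuclei of the 2 mice at 4 h, and 77.3%, 52.4%, 10% and 16.7% of those of the 4 mice at 5 h, to the ARC+FOS+ class. In groups that the prediction is not about it assigned 38.9% and 60% of HC nuclei, 66.7% of 1 h FOS− nuclei and 76.9% of 1 h FOS+ nuclei. In the second cohort it assigned 70.8% and 56.5% of ARC+FOS− and 84.2% and 82.6% of ARC+FOS+ nuclei. From the subset of nuclei at 4 h and 5 h that carried the predictive signature and clustered apart (Fig. 6e), the paper concludes that the signature associated with reactivity was present before the second exposure.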

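Between ARC+FOS+ and ARC+FOS− nuclei of A > A above the boundary of the late score, none of Blnk, Tnik, Acan, Entpd4 and Hes7 was called by edgeR. Their log2 fold changes were 0.26 for Blnk (standard error 0.45), 0.41 for Tnik (0.27), 1.36 for Acan (0.60), 0.60 for Entpd4 (0.69) and 0.56 for Hes7 (0.52), with adjusted p-values of 0.59 to 0.95. Over all nuclei Tnik (chromosome 3 of GRCm38, 28263214 to 28675858) had 1.16 (standard error 0.29, adjusted p = 0.19 from edgeR, and 0.018 when adjusted over the list of genes the paper names alone). DESeq2 called Tnik there, and so did limma, chosen after the values were seen. Its mean log2(TPM+1) was 7.73 ± 1.12 (SD, n = 6 mice) in ARC+FOS+ and 5.20 ± 1.27 (SD, n = 6) in ARC+FOS− nuclei, and 7.99 ± 0.24 (SD, n = 2) in HC, 5.91 ± 0.80 (SD, n = 2) at 4 h and 5.53 ± 0.83 (SD, n = 4) at 5 h. Blnk (chromosome 19, 40928927 to 40994535) had 1.06 ± 0.22 (SD, n = 2) in HC, 5.66 ± 0.20 (SD, n = 2) at 4 h, 4.43 ± 1.46 (SD, n = 4) at 5 h and 3.69 ± 1.49 (SD, n = 6) in A > A ARC+FOS+ nuclei. Acan (chromosome 7, 79053483 to 79115099) had log2 fold changes against HC of 9.77 at 4 h (standard error 1.44, adjusted p = 0.0021 from edgeR) and 8.71 at 5 h (1.36, adjusted p = 0.0056), with 8 counts in HC, and was not called at either time without HC mouse 7.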

## Discussion

We identified activity-induced transcriptional changes in single DG neurons that predicted the reactivation of engram cells. Activated DG nuclei had a much stronger transcriptional change than other hippocampal cell types, possibly reflecting a major remodeling of sparsely active cells. CA1 neurons activated transcription to the same NE stimulus but to a lesser degree. Although VIP interneurons were most active based on FOS staining, they were strikingly non-responsive transcriptionally. It is known that GABAergic neurons do not express some IEGs; however, these findings were restricted to a small set of genes (e.g., *c-Fos*, *Arc*, and *Egr1*)^51–53^. A subsequent study examining VIP interneurons in the visual cortex showed increased transcription of experience-dependent genes when dark-housed mice were exposed to light^54^. One possible explanation for the discrepancy is that a complete lack of incoming visual sensory input may have reduced background activity levels beyond what we were able to achieve in the HC condition, pointing to a potential limitation in defining activity with FOS. Some neurons may activate a transcriptional cascade independent of FOS. Another possible explanation is that Mardinly and colleagues^54^ used a ribo-tagging method to enrich for actively translated mRNAs. VIP cells might not show widespread changes in the total number of transcripts but rather might accomplish most activity-regulated changes at the post-transcriptional level. Despite these methodological differences, our current results indicate a fundamental difference in activity-regulated processes in DG, CA1, and VIP cells. The common perception of the DG as a quiet, sparsely active region is accurate in describing a DG neuron’s electrophysiological responses but not in describing its transcriptional responses.

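In 1 h FOS+ DG nuclei Inhba (chromosome 13 of GRCm38, 16011851 to 16031621) had a mean log2(TPM+1) of 10.75, against 1.72 in FOS− nuclei of the same mouse and 0.91 ± 0.22 (SD, n = 2 mice) in HC. Bdnf (chromosome 2, 109674700 to 109727007) had 9.62, 3.55 and 5.54 ± 0.68 (SD, n = 2). Against HC the log2 fold changes were 8.95 for Inhba (standard error 1.06, adjusted p = 0.00027 from edgeR) and 2.94 for Bdnf (0.48, adjusted p = 0.0067), and Bdnf was not called without HC mouse 7. Gadd45b had a log2 fold change between FOS+ and FOS− nuclei of 10.37 (standard error 2.55, adjusted p = 0.34 from edgeR, and 0.0076 when adjusted over the list alone). Atf3 (chromosome 1, 191170296 to 191218039) was counted in 17 of 26 FOS+, 10 of 27 FOS− and 0 of 23 HC nuclei, with mean log2(TPM+1) of 4.29, 0.56 and 0. Between FOS+ and FOS− CA1 nuclei Inhba had 2.35 (standard error 1.97), Bdnf 3.34 (1.15) and Gadd45b 1.13 (1.91), none of them called by edgeR, and the differences of DG from CA1 in these genes were not called either.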

DG neurons uniquely upregulated many genes, some of which are important for neuronal survival (e.g., *Atf3*, *Inhba, Bdnf, Gadd45b*)^55^. Since DG neurons are rarely active, the upregulation of survival genes may reflect enhanced protection against deleterious effects of activity such as excitotoxicity and DNA damage^55–57^. Interestingly, these neuroprotective genes also play functional roles in synaptic plasticity and adult neurogenesis (e.g., *Inhba, Bdnf*, *Gadd45b*), thereby providing support for additional synaptic and cellular reorganization^58–60^. It is possible that this enhanced response of synaptic plasticity genes serves to enable high fidelity encoding from sparse activity in the DG.

The early activity-induced signature in DG contained genes that facilitate nuclear changes via DNA demethylation (e.g., *Gadd45b*, *Gadd45g*, *Tet3*), histone demethylation (e.g., *Kdm6b*, *Kdm7a*, *Jmjd1c*), and transcription (e.g., *Crem*, *Jund*, *Nr4a2*). This finding is in line with previous evidence suggesting that neural activity is associated with a dramatic shift in epigenetic state^61–64^ and that these epigenetic changes are important for modulating activity-dependent neuron survival and homeostatic scaling^64–66^. 

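Between FOS+ and FOS− DG nuclei at 1 h none of Gadd45g, Tet3, Kdm6b, Kdm7a, Jmjd1c, Crem, Jund and Nr4a2 was called over all genes by edgeR, and each had a positive log2 fold change, from 1.82 for Kdm7a (standard error 1.59) to 5.38 for Tet3 (1.33). Against HC edgeR called Kdm6b (5.31, standard error 1.05, adjusted p = 0.029), Tet3 (5.02, 0.98, adjusted p = 0.025) and Jmjd1c (3.08, 0.65, adjusted p = 0.048). Kdm6b and Tet3 were not called without HC mouse 6 or without HC mouse 7, and Jmjd1c not without HC mouse 7. The mean log2(TPM+1) in FOS+, FOS− and HC nuclei was 9.53, 2.23 and 3.10 for Tet3, 9.52, 5.63 and 5.44 for Jmjd1c, 7.26, 1.81 and 2.27 for Gadd45g, and 3.79, 2.50 and 2.13 for Kdm7a. Crem was counted in 11 of 26 FOS+ and 1 of 23 HC nuclei. Jund had 2.60, 1.02 and 1.29. The FOS+ and FOS− values come from 1 mouse.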

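Jun, Atf3 and Tet3 were compared with HC at 4 h and 5 h. Tet3 had log2 fold changes of 2.64 (standard error 0.83) and 1.99 (0.75), and Jun of 2.10 (0.78) and −0.45 (0.64), none of them called by edgeR. The mean log2(TPM+1) of Jun was 5.17 in 1 h FOS+ nuclei, 6.12 ± 0.66 (SD, n = 2 mice) at 4 h, 2.41 ± 0.99 (SD, n = 4) at 5 h and 2.35 ± 0.54 (SD, n = 2) in HC. Atf3 was counted in 36 of 68 nuclei at 4 h and 18 of 59 at 5 h, against 0 of 23 in HC (exact 95% binomial interval up to 14.8%), and edgeR called it at both times (adjusted p = 0.029 and 0.043). Because HC had no counts, no fold change is given for Atf3. It was called at neither time without HC mouse 6 or without HC mouse 7, and not at 4 h without either 4 h mouse.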

Importantly, a subset of these genes continued to express for up to 5 h (*Jun*, *Atf3*, *Gadd45b*, *Tet3*), indicating that nuclear changes continued for several hours following an initial activation event and had the potential to continue impacting memory encoding.

The late response signature in DG nuclei marked a shift from regulatory to effector genes. 

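At 4 h and 5 h after NE exposure the log2 fold changes of DG nuclei against HC were 1.35 and 0.64 for Slitrk1 (standard errors 0.65 and 0.57), 1.56 and 1.30 for Slitrk3 (0.46 and 0.42), and 1.20 and 1.13 for Slitrk4 (1.02 and 0.92). They were 2.07 and 1.74 for Ncan (0.56 and 0.51) and 3.71 and 4.27 for Pxdn (0.93 and 0.92). None of these was called over all genes by edgeR (adjusted p = 0.055 to 0.91), where the median of all genes was 0.23 at 4 h. Acan had a mean log2(TPM+1) of 2.95 ± 0.09 (SD, n = 2 mice) at 4 h, 1.98 ± 0.90 (SD, n = 4) at 5 h, 2.05 in 1 h FOS+ nuclei and 0.06 ± 0.09 (SD, n = 2) in HC, and was already called at 1 h (log2 fold change 9.00, standard error 1.44, adjusted p = 0.0057 from edgeR), though not without HC mouse 7.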

Proteins that influence neurite outgrowth, such as the Slitrk family (e.g., *Slitrk1*, *Slitrk3*, *Slitrk4*) and secreted extracellular matrix proteins (*Acan*, *Ncan*, *Pxdn*), were upregulated^67,68^. Some of these long-term genes hinted at a developing hypo-excitable state in DG cells. For example, late genes include Rapidly inactivated A-type potassium channels (*Kcnc4*and *Kcna4*) and *Kcnk1*, an inwardly rectifying channel that can reduce excitability^69^. 

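Kcnk1 (chromosome 8 of GRCm38, 125995170 to 126030685) had log2 fold changes against HC of 2.44 at 4 h (standard error 0.38, adjusted p = 0.0035 from edgeR) and 1.55 at 5 h (0.34, adjusted p = 0.056). At 4 h it was not called without mouse 21. Its mean log2(TPM+1) was 9.43 ± 0.47 (SD, n = 2 mice) at 4 h, 7.87 ± 1.91 (SD, n = 4) at 5 h, 5.44 in 1 h FOS+ nuclei and 6.42 ± 2.03 (SD, n = 2) in HC. Kcna4 had log2 fold changes of 2.11 (0.93) and 0.96 (0.80) at 4 h and 5 h, and 1.81 (1.05) in 1 h FOS+ nuclei, and Kcnc4 of 0.85 (0.57), 1.03 (0.51) and 0.10 (0.69), none of them called by edgeR.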

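Grm7 had log2 fold changes in DG nuclei against HC of 1.34 at 4 h (standard error 0.49, adjusted p = 0.66 from edgeR) and 0.65 at 5 h (0.43, adjusted p = 0.59). Its mean log2(TPM+1) was 8.07 ± 0.87 (SD, n = 2 mice) at 4 h, 6.55 ± 1.50 (SD, n = 4) at 5 h and 5.99 ± 2.66 (SD, n = 2) in HC, so the time points differed by less than the spread of the HC mice.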

*Grm7*, a metabotropic glutamate receptor that decreases evoked responses and is required for long-term depression in the dentate^70^, is also upregulated late, along with the GABA_A_receptor α4 subunit (Gabra4), which mediates tonic inhibition in DG neurons^71^. This transcriptional signature of reduced excitability is intriguing in light of previous findings from Deng et al.^7^ showing that, by 72 h, DG neurons were less likely to reactivate during a second, similar exposure than at baseline. Perhaps the inhibitory transcriptional profile observed here impacts future excitability contributing to the ability of the DG to select distinct sets of neurons to encode different events.

Despite a developing gene signature that might support future inhibition, we saw robust reactivation of DG engram cells in mice re-exposed to the same NE at the 4-h time point. Importantly, the heterogeneous 4–5 h signature contained a set of genes capable of predicting the reactivity potential following just a single NE exposure. This gene set might hold valuable information as to what enables the reactivity of a DG neuron in the hours following the first activation. For example, *Tnik*, a top reactivity predictor, is a kinase that is important for synaptic and nuclear signaling pathways. Tnik is particularly important in the DG, as knockout animals display poor performance on DG-dependent spatial discrimination tasks^72^. Another top reactivity predictor was *Blnk*, whose function in neurons is largely unknown, but in B cells it is a key mediator of MAPK signaling, CREB phosphorylation, and promotion of AP1 signaling^73–75^. Although no single gene is reliably predictive of reactivation, the coordinated upregulation of multiple genes suggests that a subset of neurons is set up to overcome the overall trend toward inhibition. Together with structural changes at synapses, these transcriptional changes may be important for selecting the components of the original activated network that are ultimately involved in the encoding and retrieval of memories.

## Methods

### Contact for reagent and resource sharing

Further information and requests for resources and reagents should be directed to the lead contact Fred H. Gage ().

### Experimental model and subject details

Animals and treatment: All animal procedures were approved by the Institutional Animal Care and Use Committee of The Salk Institute for Biological Studies and were conducted in accordance with the National Institutes of Health’s Guide for the Care and Use of Laboratory Animals.. Wild-type female C57BL/6 mice (8 weeks old) were purchased from Envigo (formerly Harlan) or Taconic and group housed (2–5 mice per cage) under standard 12-h light/dark cycles with free access to food and water. The dimensions of NE cage A were 54″ × 34″ base, 12″ height. For flow cytometry experiments, environment A included huts and tunnels that the animal was not previously exposed to. NE cage C was square rather than rectangular (42″ × 42″ base, 12″ height) and contained a different bedding material (corn cob rather than sawdust) and objects (plastic wall inserts) to distinguish it from NE cage A. NE exposures were performed between 7:00 am and 12:00 pm during light cycle. Animals did not undergo any special treatment prior to NE exposure. Mice received no exposure (HC), a single exposure to A for 15 min, or two 15-min exposures (A > A or A > C) spaced 4 h apart. Assignment of mice to groups was performed randomly. Dissections of hippocampal tissue were performed at 1 h after the final NE exposure following anesthetic overdose and cervical dislocation. Environments A and C were designed to maximize IEG expression to ensure that we could isolate sufficient active nuclei for snRNA-Seq from an extremely sparsely active population. To that end, we (1) exposed mice to the environments socially along with the their cage mates, (2) provided tunnels, huts, and running wheels that the mice could climb through and interact with and (3) used two different loose bedding types with different scents. All of these factors, while increasing the interactive nature of the environment, also create multiple moving objects that prevent us from obtaining reliable motion-tracking data; thus for behavioral characterization the environments were modified.

### Tracking of locomotion during NE exposures

To enable tracking of locomotion in the NE, environments A and C were modified to accommodate the view of an overhead camera during the exploration period. Both environments were 54″ × 34″ base, 12″ height. The floor material was changed from bedding to a perforated metal floor (A′) or a foamboard floor (C′). Mice were singly housed and handled for 2 days prior to NE exposure. The first exposure was performed between 7:00 and 10:00 am, and the second exposure was performed between 11:00 am and 2:00 pm, both during the light cycle. Distance traveled was tracked for individual mice using the Ethovision XT software.

### Method details

Nuclei dissociation: The nuclei dissociation protocol is similar to the previously described protocol^33^, with some modifications. Hippocampus was carefully excised and immediately placed into a nuclei isolation medium (sucrose 0.25 M, KCl 25 mM, MgCl_2_ 5 mM, TrisCl 10 mM, dithiothreitol 100 mM, 0.1% Triton, protease inhibitors). Tissue was Dounce homogenized, allowing for mechanical separation of nuclei from cells. The nucleic acid stain Hoechst 33342 (5 µM, Life Technologies) was included in the media to facilitate visualization of the nuclei for quantification but excluded for sorting. Samples were washed, resuspended in nuclei storage buffer (0.167 M sucrose, MgCl_2_ 5 mM, and TrisCl 10 mM, dithiothreitol 100 mM, protease inhibitors) and filtered. Solutions and samples were kept cold throughout the protocol. For RNA-seq experiments, tools and solutions were made RNAse-free and RNAse inhibitors were used (Ambion #AM2684 at 1:1000 in both isolation and storage buffers).

### Slice immunohistochemistry

Mice were deeply anesthetized with a cocktail of ketamine/xylazine/acepromazine and transcardially perfused with 0.9% NaCl followed by 4% paraformaldehyde. Brains were removed, post-fixed overnight, and transferred to 30% sucrose for 2 days. Forty micrometer coronal sections spanning the anterior–posterior extent of the hippocampus were sectioned on a microtome and stored at −20 °C until staining. For images of VIP reactivity, immunostaining for VIP was performed with a polyclonal rabbit anti-VIP primary antibody (#20077, Immunostar, 1:1000) and donkey anti-rabbit Cy3 secondary antibody (Jackson ImmunoResearch #711-165-152, 1:250). Hippocampal cell fields were identified with antibodies against PROX1 (mouse monoclonal #MAB5654, EMD Millipore, 1:500) and CTIP2 (rat monoclonal #ab18465, Abcam, 1:200) combined with donkey anti-mouse AF488 (Jackson ImmunoResearch #715-545-151, 1:250) and donkey anti-rat AF647 (Jackson ImmunoResearch #712-605-153, 1:250). Images of IEG expression used guinea pig anti-ARC (#156005, Synaptic Systems, 1:2000) and goat anti-c-FOS (sc-52-G, Santa Cruz, 1:250) primaries and donkey anti-guinea pig Cy3 (#706-165-148, Jackson ImmunoResearch, 1:250) and donkey anti-goat AF488 secondaries (#705-545-147, Jackson ImmunoResearch, 1:250). Nuclei were visualized using DAPI (1.0 μl/ml). For images of the full hippocampus, sections were stained with antibodies against PROX1 (rabbit polyclonal #ab101851, Abcam, 1:500), CTIP2 (as above), and NEUN (mouse monoclonal conjugated to AF488 #MAB377X, EMD Millipore, 1:200). Secondary antibodies were donkey anti-rabbit Cy3 and donkey anti-rat AF647 (as above). Sections were mounted on #1.5 glass coverslips using PVA-DABCO mounting media. Confocal images were acquired on a Zeiss LSM 780 or LSM 710 laser scanning confocal microscope. VIP images were obtained using a 40× objective. ARC and FOS images were obtained using a 20× objective, and a z-stack was maximally projected for quantification and display. A blinded observer counted IEG+ cells over four maximum projections per mouse and 4–5 mice per time point. Full hippocampus images were obtained using a 20× objective, tiles were stitched using the ZEN2011 software, and a single *XY* plane was chosen for figure display.

### Multiplex in situ hybridization with RNAscope

For in situ hybridization experiments, mice were perfused as above, and brains were post-fixed in 4% PFA for 24 h at 4 °C before being transferred to 30% sucrose. Coronal sections 12 μm thick were collected using a cryostat and were stored at −80 °C. In situ detection of *Sorcs3* and *Blnk* was performed using RNAscope Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics) according to the manufacturer’s instructions for fixed frozen tissue. Probes used were Mm-Blnk (cat# 300031) and Mm-Sorcs3 (cat# 473421). After RNA detection, sections were co-stained for ARC protein using guinea pig anti-ARC primary (#156005, Synaptic Systems, 1:1000) and donkey anti-guinea pig horseradish peroxidase (#706-035-148, Jackson ImmunoResearch, 1:250) secondary antibodies, with TSA plus Cy5 used for fluorescent signal amplification (NEL745E001KT, PerkinElmer, 1:1000). Nuclei were visualized using DAPI (1.0 μl/ml), and sections were coverslipped in ImmuMount mounting media with #1.5 glass coverslips. Single plane images were acquired on a Zeiss Airyscan 880 microscope in confocal mode using a 20× objective.

### Flow cytometry

To immunostain for single nuclei sorting, dissociated nuclei were incubated with mouse IgG2b anti-PROX1 (4G10, EMD Millipore, 1:300), rat IgG2a anti-CTIP2 (25B6, Abcam Ab18465, 1:300), and goat anti-c-FOS (sc-52-G, Santa Cruz, 1:500). Samples were then stained with the following secondary antibodies: donkey anti-mouse-PE (Jackson ImmunoResearch, 1:400), donkey anti-rat-Dylight 405 (Jackson ImmunoResearch, 1:400), and donkey anti-goat-AF647 (Jackson ImmunoResearch, 1:400). Centrifugation of secondary-stained samples was followed by re-suspension in mouse IgG1 anti-NEUN-AF488 (A60, EMD Millipore, 1:200). For experiments on the long-term activity signature and reactivation, no NEUN staining was performed. Instead, active DGCs were identified with PROX1, CTIP2, and c-FOS as above, and the presence of ARC was assessed with a guinea pig anti-Arc antibody (#156005, Synaptic Systems, 1:1000) combined with a donkey anti-guinea pig Cy3 secondary (Jackson ImmunoResearch, 1:400). Data from labeled samples were acquired using a BD^TM^LSRII cytometer (BD Biosciences) followed by analysis using the FlowJo software (Tree Star). Nuclei were gated first using forward and side scatter pulse area parameters (FSC-A and SSC-A) excluding debris, followed by exclusion of aggregates using pulse width (FSC-W and SSC-W). The NEUN+ population was gated before gating populations based on PROX1, CTIP2, and FOS fluorescence (isotype control staining was used to set PROX1 and CTIP2 gates). For collection prior to amplification, a BD Influx^TM^ sorter was used to isolate nuclei, with PBS for sheath fluid; nuclei were sorted with an 85-µM nozzle at 22.5 PSI sheath pressure. Single nuclei were directly deposited into individual wells containing 2 µl lysis buffer in 384-well plate format. For single nuclei sorting, Single Cell (1 drop) sort mode was selected for counting accuracy. Fine mechanical alignment of the sorter’s plate module was facilitated by sorting 20 10-µM fluorescent beads onto the surface of transparent plate sealer (adhered to a 384w plate), making positional adjustments as necessary; 20 beads were then sorted directly into the bottom of various well positions throughout an empty plate to provide visual confirmation of counting and targeting precision.

### Single-nuclei library preparation and sequencing

Library preparation followed the Smart-seq2 protocol for 967 single-nuclei^32,40^. Briefly, 384w plates containing sorted single nuclei in lysis buffer were processed as follows: (1) Reverse transcription with ProtoScript II (New England Biolabs, #M0368X), (2) PCR preamplification with 2 × KAPA Hifi HotStart ReadyMix (Kapa, #KK2602), (3) Bead clean up with Agencourt AMPure XP beads (Beckman Coulter, #B37419AA), (4) QC with Bioanalyzer (Agilent Technologies) followed by cDNA quantification with Picogreen (LifeTech) and normalization at 0.3 ng/µl, (5) Tagmentation, indexing, and PCR amplification using Nextera XT DNA library prep kit (Illumina, #FC-121-1031), (6) Library pooling in 48-sample pools and purified with Agencourt AMPure XP beads, (7) QC of DNA libraries using D1000 Screen Tape Assay (Agilent Technologies), (8) amplifications. Sequencing was performed at the Salk Institute Next Generation Sequencing Core on an Illumina HiSeq 2500 high-throughput sequencing system with single-end 50 bp reads.

### Sequencing alignment and quality control

Reads were trimmed using Solexa-QA++ dynamic trim^76^ and were then aligned to the mm10 (GRCm38) reference genome with Ensembl gene annotation or to the ERCC reference using RSEM (bowtie)^77^. TPM values calculated by RSEM were log2+1 transformed. Raw counts, normalized TPM, and metadata information are provided in the GEO database. To determine cutoffs for outlier detection, all nuclei were analyzed by principal component analysis. The total aligned reads and total gene count were iteratively increased until the major components of variation were not associated with alignment depth or gene count. The final cutoffs were 100,000 total aligned reads and 4000 total genes detected. Nuclei below these thresholds were detected as outliers and removed from further analysis. 

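The tables analysed here hold 912 nuclei, of which 818 (89.7%) passed both thresholds. With the 4000 genes counted at any expected count in place of a log2(TPM+1) above 1, 860 (94.3%) passed.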

A total of 967 nuclei were used for this study, with 868 (89.8%) surviving the filtering thresholds (Supplementary Data 5).

### Cell-type identification

Cell type has been an increasingly difficult term to define given that clusters can almost always be split further or merged further. Therefore, to be highly confident of the final clusters for the downstream analysis of activity, it was important to perform clustering using tools that would incorporate decades of prior knowledge of neuronal cell types with unsupervised classification of transcriptional types. Since different clusters still retain varying levels of complexity, it was important to include in the workflow a calculation of within-group homogeneity, referred to below as precision. The full set of sequenced nuclei from the HC or 1-h condition were filtered for outliers as well as nuclei that were labeled as FOS- but exhibited elevated expression of *Arc*, indicating that they may have been recently active but were no longer expressing FOS protein.The workflow that we developed was as follows: (1) perform an unsupervised clustering (t-SNE, initial dimensions = 20, perplexity = 17, theta = 0, output dimensions = 2); (2) split into the minimum number of clusters (R stats hclust: hierarchical clustering, Euclidean distance, complete method); (3) determine top genes underlying those differences (edgeR, common, tagwise, and trended dispersion calculated); (4) use prior knowledge to identify known cell type; (5) create new reduced sample sets containing only one branch of the tree; (6) repeat steps 1–5 for each branch; and (7) refine clusters using randomForest^78^. For the purposes of this paper, steps 1–6 in the workflow were termed ‘hierarchical iterative clustering’ and step 7 was termed ‘refinement.’ Hierarchical iterative clustering was performed along each branch until the final two nodes were no longer divisible into groups that could support significant differential expression. These nodes were merged into single clusters. Step 7, refinement, was performed using a random forest classification method. First, a set of all genes with a minimum expression of 10 TPM summed over all samples was analyzed using random forest. A list of putatively predictive genes was identified by placing a cutoff of at least 1 with respect to the Gini coefficient. To further divide this gene list, another round of regression was performed. Fifty-one genes retained a Gini coefficient greater than 1 after this final round of regression. These 51 genes were the set of predictive genes that was used to refine the cell-type identities defined by iterative clustering by implementing the predict function in randomForest. Out-of-bag error estimates were used to determine the precision of the cluster cell type classifications. Using a random forest classifier trained on cell type-specific genes (*n*, genes = 51), we estimated the cluster precision of each group as the proportion of times that the prediction correctly identified the cell type (Supplementary Data 1). The cluster that represented DG neurons displayed the highest precision (100%), followed by VIP (99%), thalamus (98%), Pvalb (91%), CA1 (91%), subiculum (85%), Ivy (77%), and CA3 (73%). Using in situ data from the Allen Brain Atlas, the 51 genes were identified as being expressed in the predicted regions related to the cluster identity predicted by the random forest model.

### Functional enrichment

Functional enrichment categorization was first performed for each cell-specific dataset using DAVID Bioinformatics^79^, with the species *Mus musculus* used as reference. To further identify the functional categories that were present within the dataset independent of enrichment, we developed a suite of scripts that are available at https://github.com/saralinker/GONetwork. Briefly, these scripts calculated a distance measurement between each gene in a set based on similarities in GO terms. Similarity was calculated as a cosine distance with the number of parent terms associated with the GO network term included as weights into the distance calculation. Each distance matrix was calculated using the union of DEGs for each cell type. The corresponding network graph was plotted in Cytoscape^80^.

### Activity state across cell types

Genes that were detected as differentially expressed FDR < 0.05 between FOS+ and FOS− within the respective cell type of DG, CA1, or VIP were used in this analysis. The following strategy was performed used Monocle2^42^. First a sparse matrix dataset was generated using the newCellDataSet function. Genes were detected with detectGenes and then the setOrderingFilter function was applied using only the activity-dependent gene set defined above. The expression family was set to negative binomial, and the dataset was normalized using estimateSizeFactors followed by estimateDispersions. The overall dimensionality was then reduced to two components using ICs analysis and the branching pattern was estimated using orderCells. This approach was first performed on DG, CA1, and VIP nuclei that were filtered for outliers based on gene count and alignment. The same approach was performed separately on all identified cell types that were filtered for outliers. Pseudotime was extracted and differences between groups were calculated using a Student’s *t*-test.

### Motif analysis

Homer^47^ was used to perform the motif analysis. The following approach was followed for each temporally defined gene group. The script findmotifs.pl was used with the mouse reference sequence and the default settings of 400 bp upstream and 100 bp downstream of the transcriptional start site and a length of approximately 8 bp. The top predicted motifs that were also defined as known and that passed multiple-testing correction were then re-analyzed using STAMP^48^ to identify the closest known motif.

### Late, early, and reactive signatures

Genes were grouped by dynamics using an intersection of results based on differential expression analysis. Four groups were used for the initial differential expression analyses: HC FOS−, 1 h FOS+, 4 h ARC+FOS−, 5 h ARC+FOS−. 1 h FOS+, 4 h ARC+FOS−, and 5 h ARC+FOS− were compared to HC FOS− nuclei and the intersection between all groups was compared by direct overlap. Group 1–7 genes were defined as those with an adjusted *p*-value < 0.05 for the comparison against 1 h FOS+; 5 h ARC+FOS−; 4 h ARC+FOS−; 4 h and 5 h ARC+FOS−; 1 h FOS+, 4 h, and 5 h ARC+FOS−; and 1 h and 5 h ARC+FOS−, respectively.The early signature was defined as the group 1 genes, the sustained signature was defined as group 5, and the late signature was defined as group 4. A continuous value for the degree to which a nucleus exhibited the late signature was calculated by performing principal component analysis using only the late signature genes. The position along PC1 was then used as a measure of late signature in each nucleus. Cells with PC1 values <10 were defined as early and values >10 as late. Double context ARC+FOS+ neurons were defined as Newly Activated or Reactivated if they were labeled as early or late, respectively, using this procedure.

### Predicting reactivity

DEGs between Reactivated and Not Reactivated nuclei (FDR < 0.05) were filtered to maintain only those with expression in at least 80% of Reactivated nuclei, for upregulated genes, or at most 40% of Reactivated nuclei for downregulated genes where the cutoff for expression was placed at 1 log2(TPM+1). Genes were further excluded if they contained any association with batch effect or were differentially expressed in the 1-h vs HC comparison. The remaining 191 genes were passed through an initial round of feature elimination. A pairwise classification between Reactivated and either Newly Activated or Not Reactivated nuclei used a random forest classifier with a binomial family and 10,000 trees (R statistical package randomForest^78^. ROC curves were calculated by training on 15 nuclei per condition and testing on the remaining hold out samples, then calculating sensitivity and specificity using the R statistical package ROCR^81^. The genes with the top importance (Mean Decrease Gini > 0.4) in each of the pairwise comparisons were then pooled and the random forest procedure was used with a binomial family and 10,000 trees to classify all three conditions together. The classification error rate of this model was reported. This model was then used to predict the presence of a Reactivated gene signature using the 4- and 5-h time points using the base R stats predict function.

### Quantification and statistical analysis

Differential expression: Differential expression tests were performed using the Reproducible Optimized Test Statistic (ROTS)^82^ with FDR < 0.05. The bootstrap permutation parameter was set to 500, and the seed was set to 1234. Outliers as determined by gene count and alignment were excluded. FOS- cells with Arc expression > 2.5 log2(TPM+1) were excluded from analysis. To determine if differences in sample size between cell types was a driver of differences in the number of DEGs, a subsampling procedure was implemented. Each cell-type dataset was randomly sampled without replacement to N,FOS+ = 10, N,FOS- = 10 and differential expression analysis, as described above, was performed on this reduced dataset. To minimize sampling errors, this procedure was repeated 5 times for each cell type with random starts for drawing.

### Heatmaps

Heatmaps were plotted using heatplots from the R statistical package made4^83^ with euclidean distances.

### IEG quantification

ARC and FOS staining in fixed tissue sections were analyzed in GraphPad Prism 7 using a one-way ANOVA and compared to HC with Dunnett’s multiple comparisons test.

### Gene overlap

To calculate the number of early or late signature genes that overlapped with the Newly Activated (NA) and Reactivated (R) genes, we classified genes as being upregulated 1 or 4 h after activity (FDR < 0.01). We then calculated the overlap of these genes with the genes upregulated in Newly Activated or Reactivated compared to HC (FDR < 0.05).

### Locomotor activity during NE exposure

Distance traveled was analyzed by two-way ANOVA in GraphPad Prism 7, and habituation between the first and second exposure was assessed with Sidak’s multiple comparisons test.

### Data availability

All data are available from the authors at request. RNA-seq data have been submitted into GEO under the accession number GSE98679.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

# Supplementary material for: A novel environment-evoked transcriptional signature predicts reactivity in single dentate granule neurons
**Source:** Nat Commun. 2018 Aug 6;9:3084. doi: 10.1038/s41467-018-05418-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

A novel environment-evoked transcriptional signature predicts reactivity in single  
dentate granule neurons

Jaeger, Linker, Parylak, *et al.*

Strategy to identify an endogenous transcriptional signature that primes neurons for reactivity

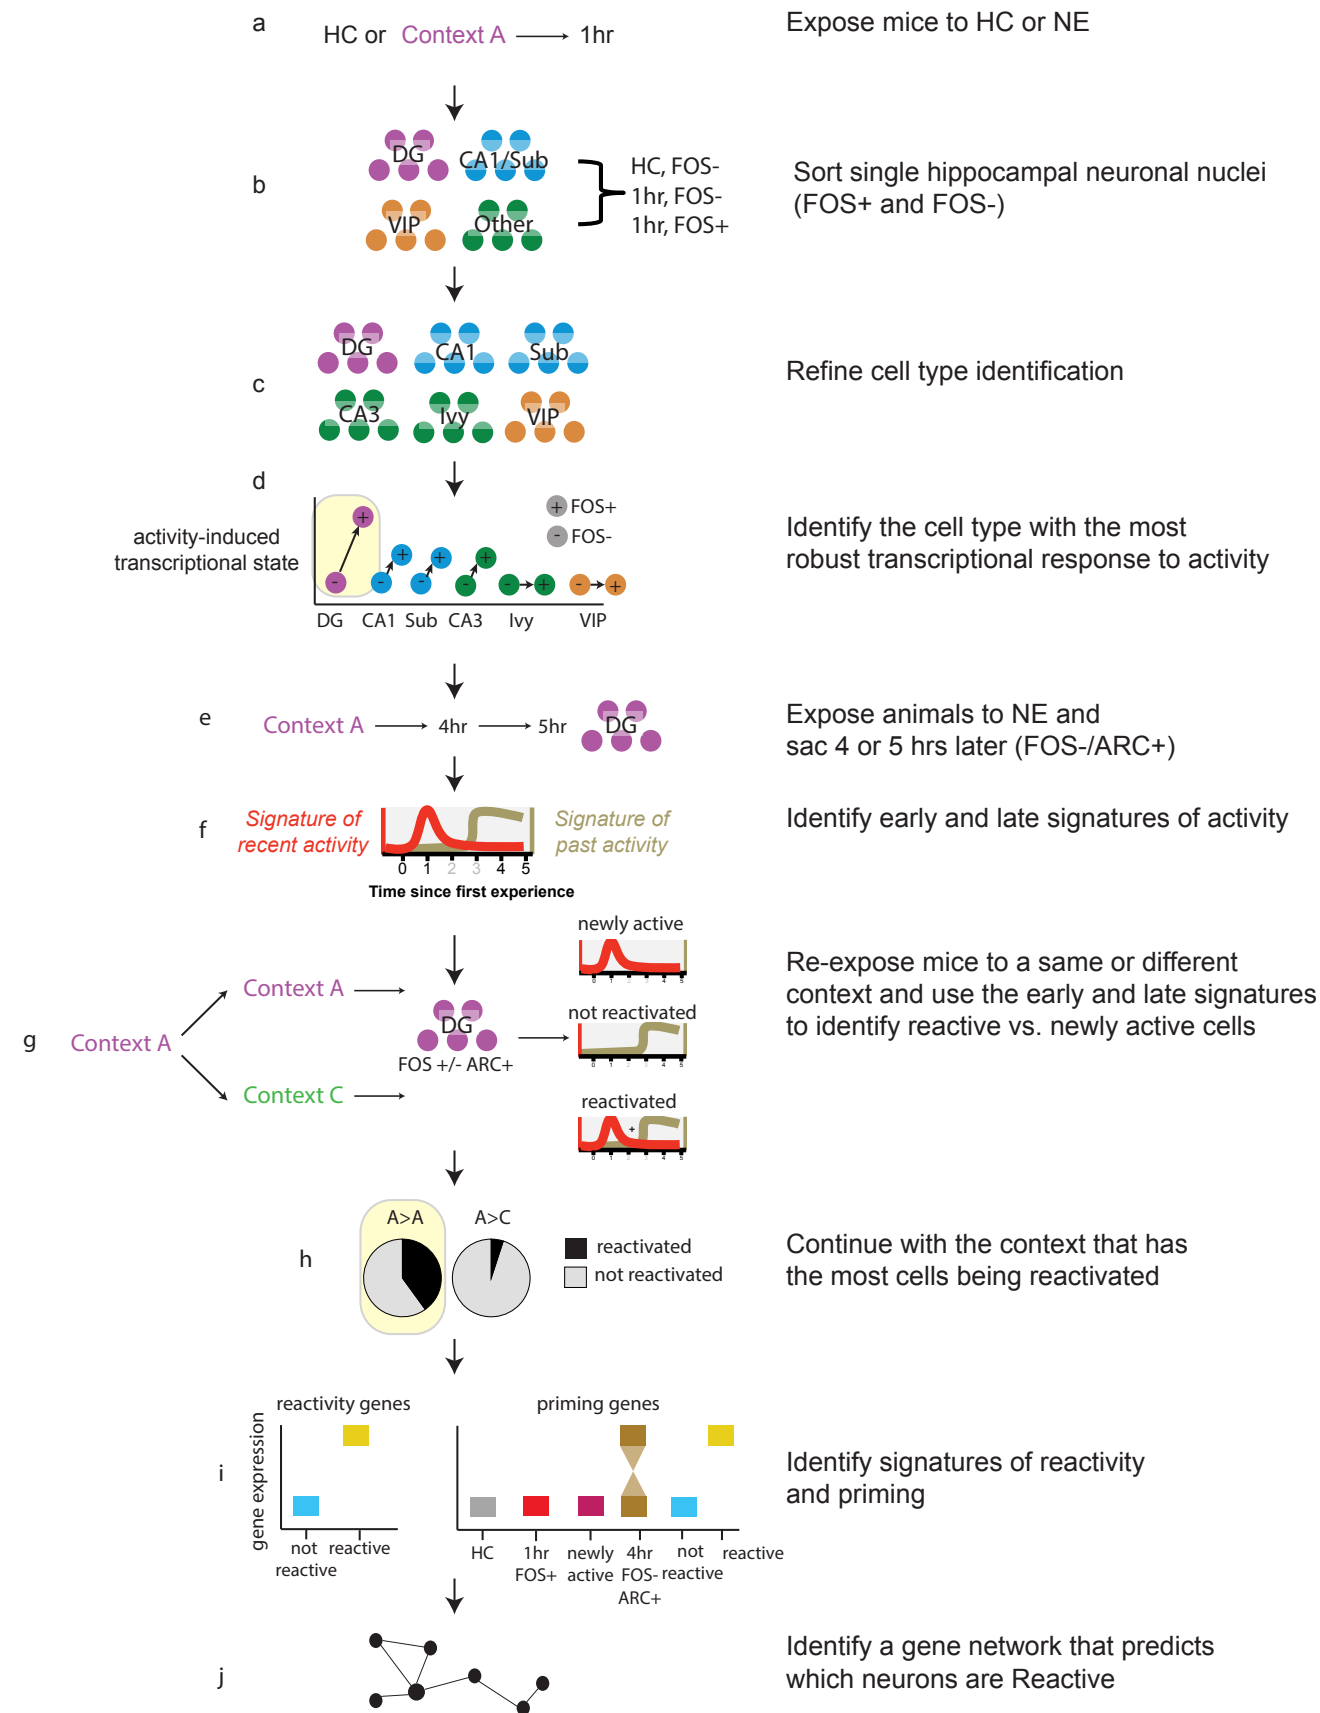

### **Supplementary Figure 1: *Strategy to identify reactivity signature***

Overview of the study design to identify (1) the cell type with the largest transcriptional change in response to activity, (2) the long-term dynamics of activity-induced change, and (3) if a transcriptional signature is preferentially enriched in neurons that are reactivated upon a second exposure. a) Mice were first either placed in context A or remained in the HC. One hr later hippocampal neurons were dissociated. b) Neurons were then initially labeled with hippocampal neuronal markers NEUN, PROX1 and CTIP2 to discriminate major known cell types. c) SnRNA-seq then enabled a refinement of cell type identification. d) DEGs between FOS<sup>+</sup> and FOS<sup>-</sup> nuclei were calculated within the refined cell populations, and the cell type with the largest response in FOS<sup>+</sup> neurons (DG) was used for downstream analysis. e) Mice were then exposed to context A and returned to the HC for 4 or 5 hr. DG nuclei were sorted for ARC+FOS<sup>-</sup> nuclei to identify previously active neurons. f) Early and late gene signatures were then identified by comparing the signatures at 1, 4 or 5 hrs. g) Mice were then exposed to two contexts, either A>A or A>C. DG neurons were sorted on ARC and FOS protein and compared to the early and late signatures to identify Newly Activated and Reactivated neurons. h) The population with the largest proportion of Reactivated neurons (A>A) was used to determine the predictive signature. i) Genes were filtered for those that had a high likelihood of predicting reactivity, and a classification model was produced to perform predictions. j) Ultimately, a set of genes was identified that, when combined, were highly predictive of reactivity.

Supplementary Figure 2

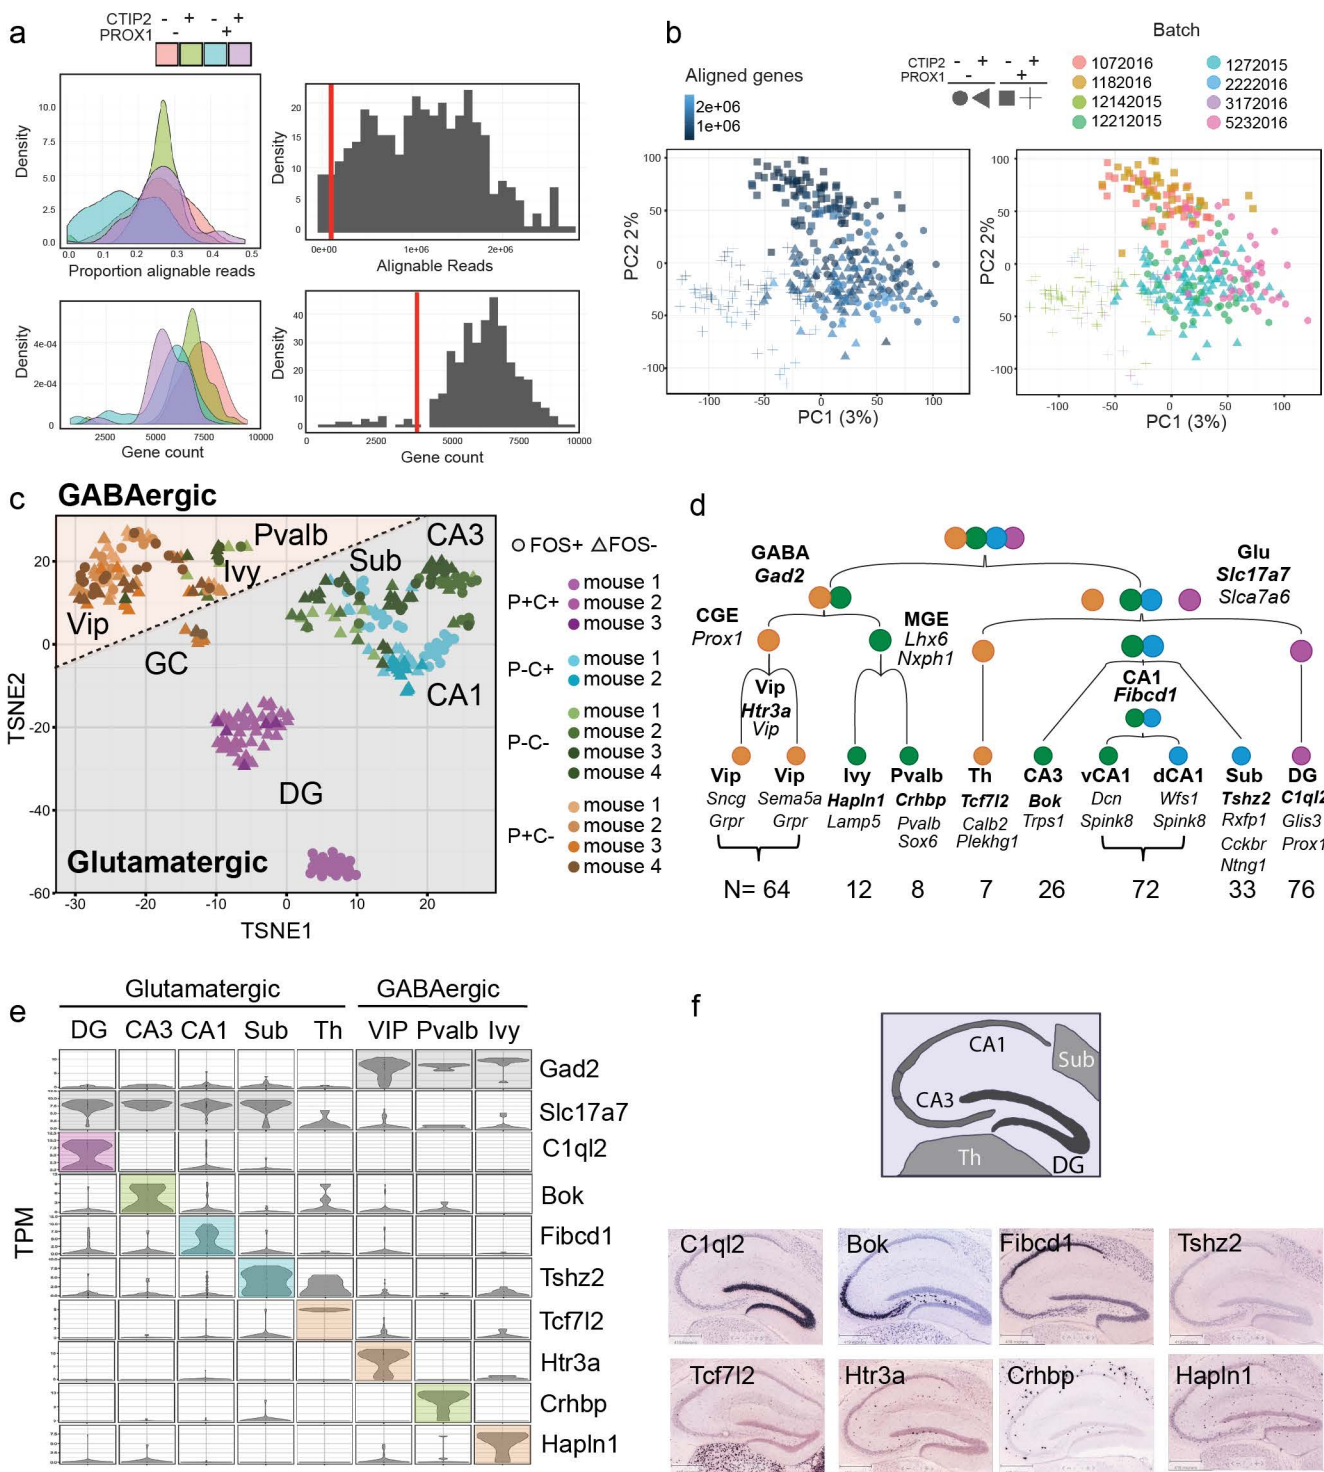

## **Supplementary Figure 2: Overview of quality control measures**

a) (Top left) Distribution of alignable reads per nucleus colored by protein marker combination. (Top right) Distribution of total alignable reads for all nuclei with the cutoff placed at 100,000 reads. (Bottom left) Distribution of gene counts per nucleus colored by protein marker combination. (Bottom right) Total gene count for all nuclei with cutoff placed at 4,000 genes. b) (Left) PCA of all samples colored by aligned reads and shaped by protein marker combination. (Right) PCA of all samples colored by batch date and shaped by protein stain. c) T-SNE plot of hippocampal nuclei from both HC and NE conditions. PROX1+CTIP2+ (P+C+; pink), PROX1-CTIP2+ (P-C+; blue), PROX1-CTIP2- (P-C-; green); and PROX1+CTIP2- (P+C-; orange) populations were each isolated from multiple mice that are represented by different saturations of color. d) Flow of group membership for all nuclei. The top level splits all nuclei into GABAergic and glutamatergic. The bottom nodes represent the predicted cell type. N = number of nuclei in each final group. CGE = caudal ganglionic eminence, MGE = medial ganglionic eminence, vCA1 ventral CA1, dCA1= dorsal CA1, Sub = Subiculum e) Representative violin plots for genes that are uniquely expressed within a given hippocampal cell type (Random forest  $p_{adj} < 0.05$ ). f) Schematic of the mouse hippocampus with the subiculum (Sub) CA1, CA3, dentate gyrus (DG), and thalamus (Th) noted. *In situ* images from the Allen Brain Atlas show expression patterns of genes from panel e.

Supplementary Figure 3

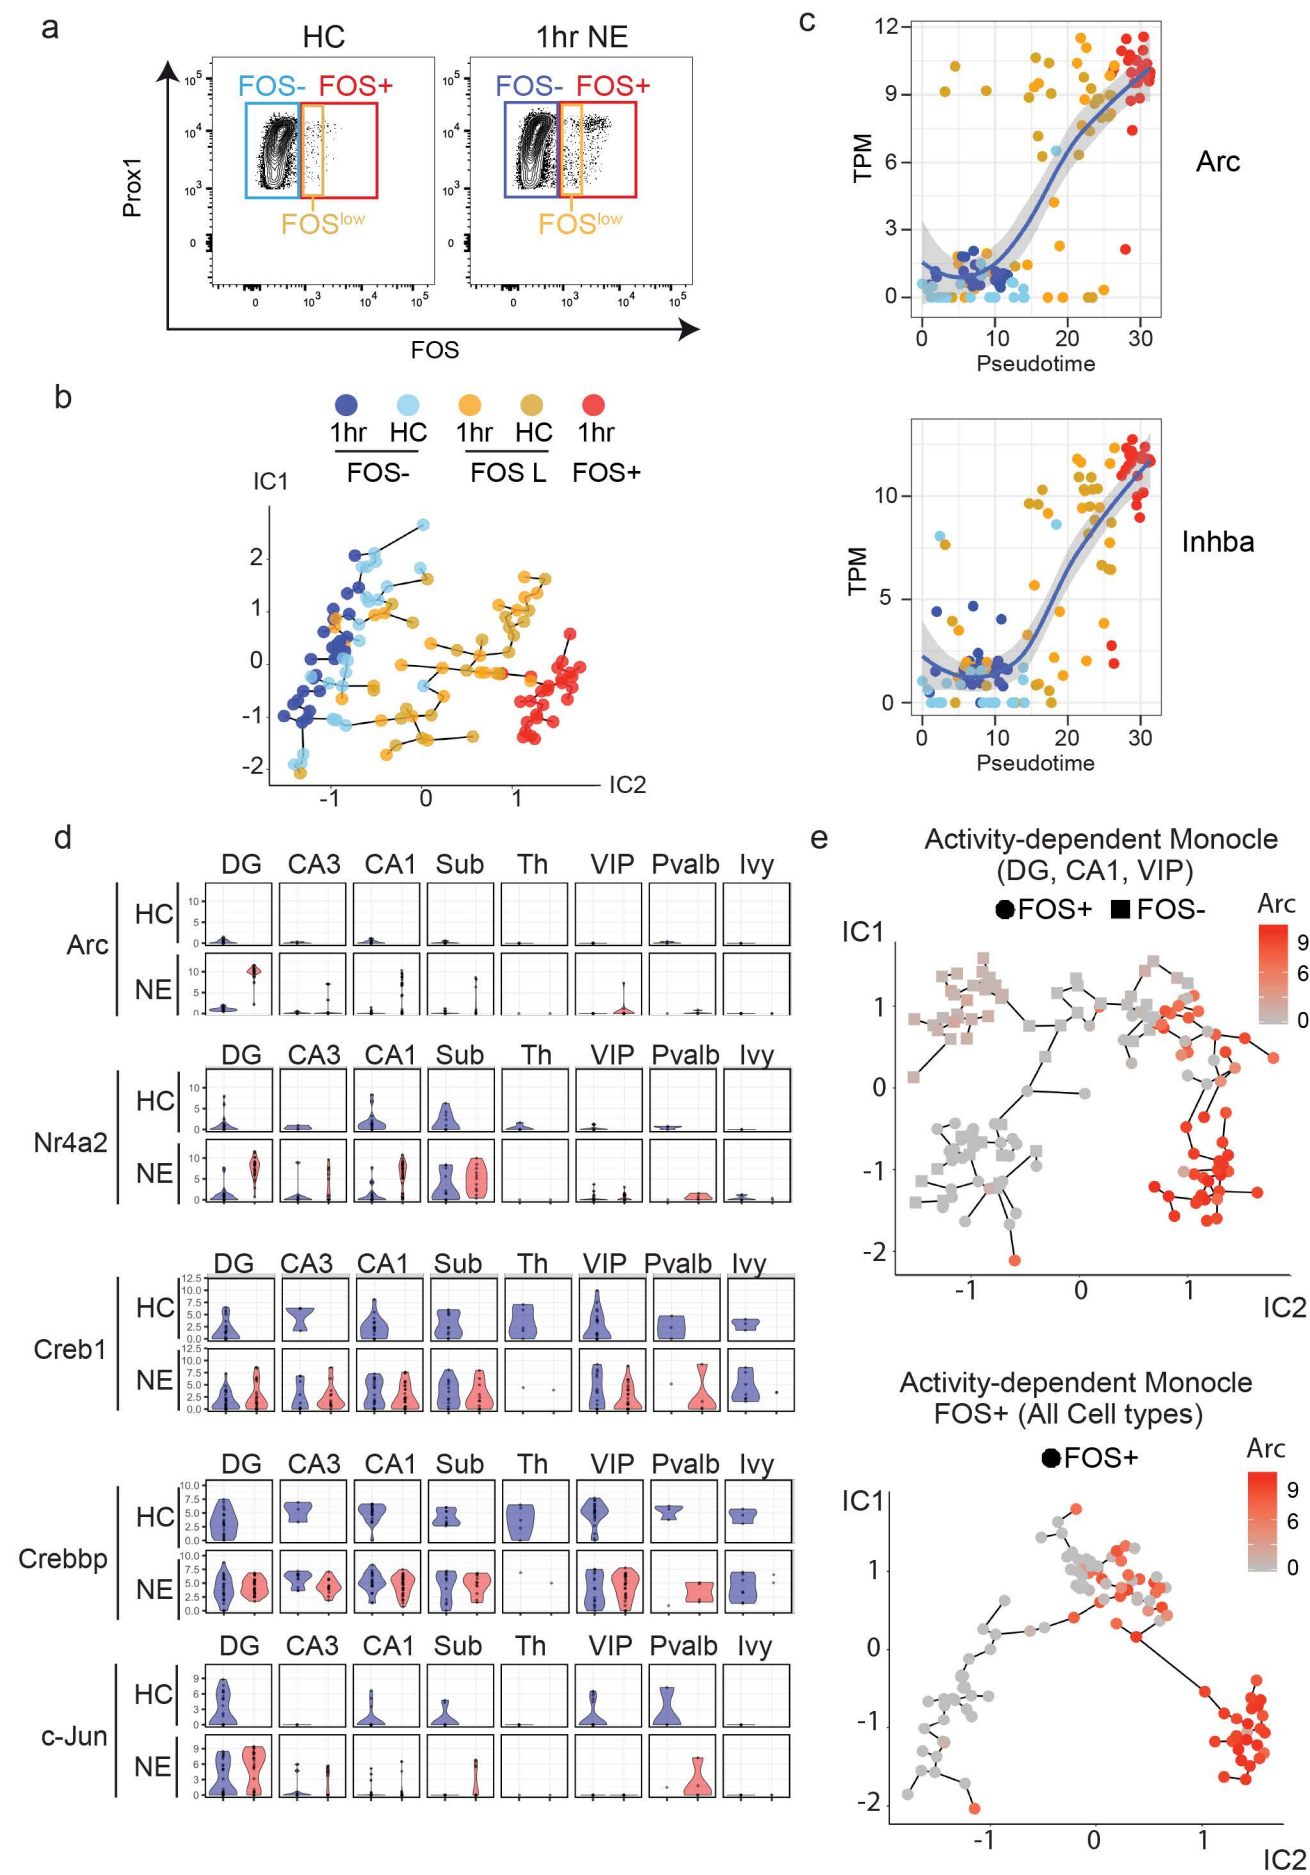

### **Supplementary Figure 3: *Activity-induced gene expression***

a) Gating strategy for the FOS low population of DG (PROX1+CTIP2+) neurons based on the FOS+ gates defined in Fig. 1a. b) Monocle ICA plot for FOS-, FOS low, and FOS+ DG neurons from the HC and 1 hr following exposure to a NE. Each nucleus is colored by the respective FOS protein level. IC = Independent Component. c) Expression for two key activity-induced genes, *Arc* and *Inhba*. Each nucleus is colored by the FOS protein level as in b. d) Violin plots for *Arc*, *Nr4a2*, *Creb1*, *Crebbp*, and *c-Jun* for each identified cell type: dentate gyrus (DG), CA3, CA1, subiculum (Sub), thalamus (Th), vasoactive intestinal peptide (VIP), parvalbumin (Pvalb), and ivy neurons; FOS+ (red) and FOS- (blue); and for animals exposed to a NE for 15 min or retained in the HC. Y-axis is  $\log_2(\text{TPM}+1)$ . e) Monocle ICA plot of DG, CA1, and VIP FOS+ and FOS- neurons (top) or all FOS+ neurons (bottom) colored by the level of ARC expression in TPM from gray to red.

a

## Activity-induced genes (FOS+)

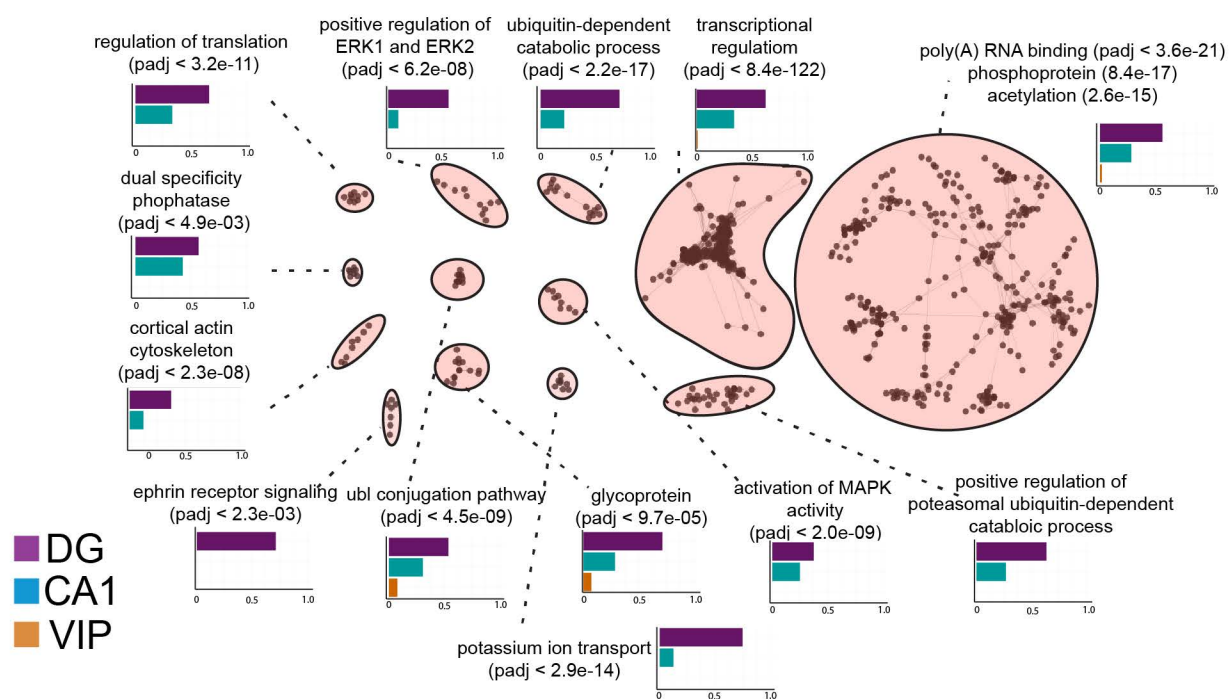

b

## Activity-repressed genes (FOS+)

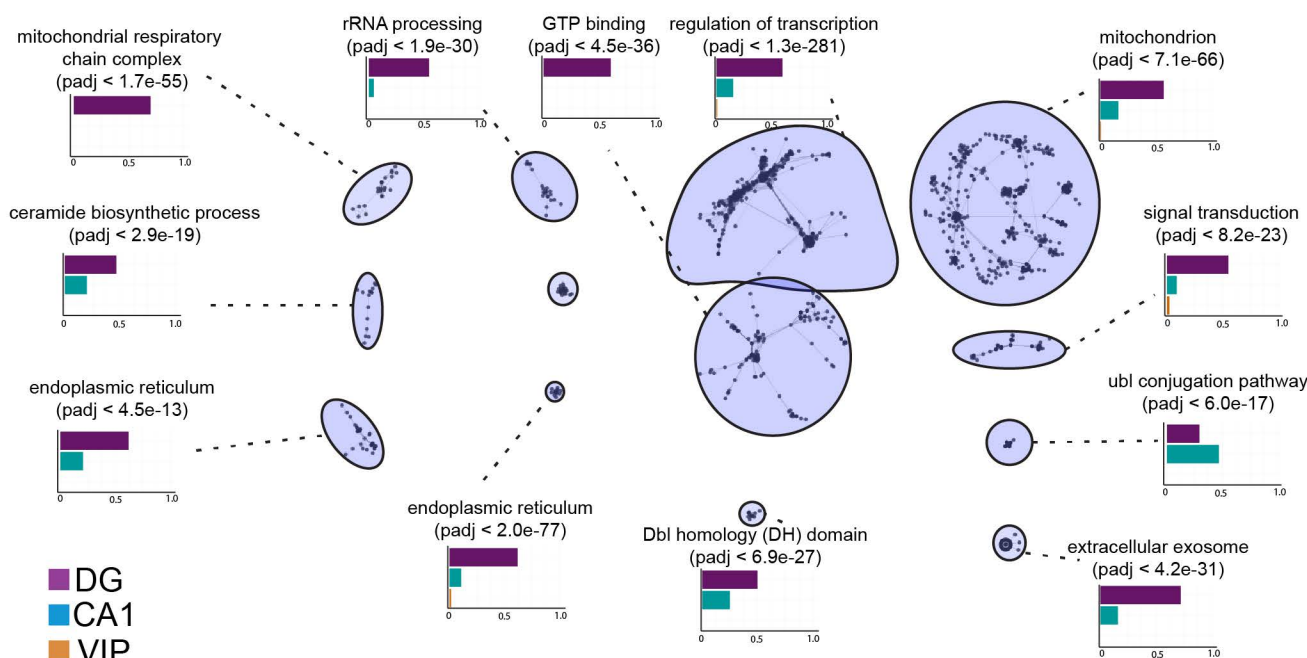

**Supplementary Figure 4: *Functional enrichment of activity-induced gene expression***

a-b) GO terms enriched for all genes that are differentially expressed between FOS+ and FOS- nuclei for each cell type either increasing in FOS+ nuclei (a) or decreasing in FOS+ nuclei (b). Nodes (black circles) are genes and connections (black lines) are the distances between genes as a function of GO annotation. The top enriched term in the cluster is noted next to each cluster. To visualize the proportion of genes within each cluster that are differentially expressed within each cell type, the proportion of genes with a raw Chi-squared p-value < 0.05 was calculated for each cell type and is represented in the nearest bar plot (DG = purple, CA1 = blue, VIP = orange).

Supplemental Figure 5

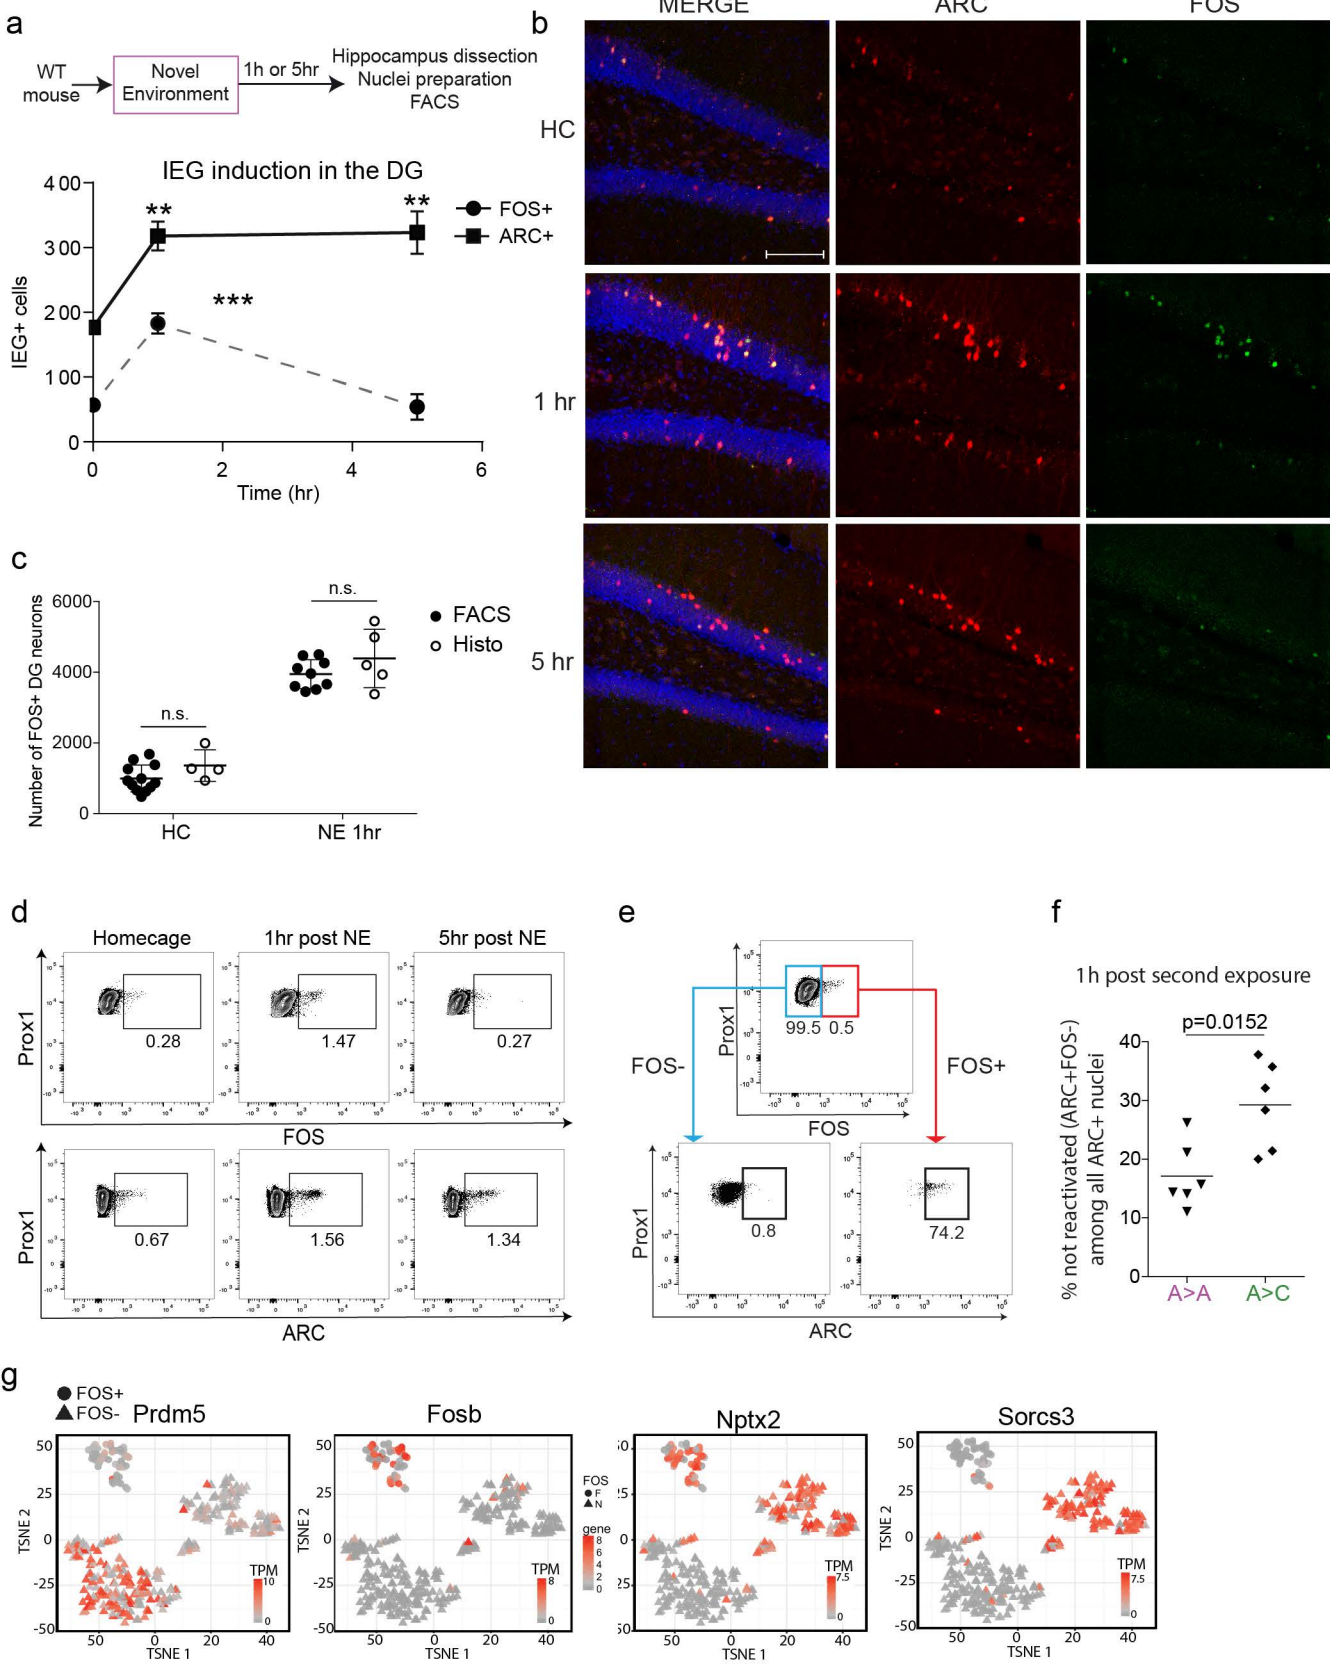

### **Supplementary Figure 5: *ARC and FOS in late and reactivated cells***

a) Mice were exposed to a NE for 15 min and perfused 1 or 5 hr later and compared to HC controls. IEG+ cells in the dentate gyrus (DG) were quantified at each time point. Values displayed are mean  $\pm$  S.E.M of n=4-5 mice per group. \*\*  $p < 0.01$  vs HC; \*\*\*  $p < 0.001$  vs HC, one-way ANOVA with Dunnett's multiple comparisons test. b) Representative confocal images of ARC and FOS staining in each group. c) Number of FOS+ DG neurons as detected by FACS and histology,  $\pm$  S.D, n=4-12 mice per group, t-test, n.s. = not significant. d) Representative FACS plots for FOS (top) or ARC (bottom) from HC, 1, or 5 hr post NE. f) Percentage of cells that were ARC+FOS- (not reactivated) 1 hr following the second exposure, t-test, n=6. g) T-SNE colored by TPM for representative marker genes for baseline, early, and late gene signatures.

# Supplementary Figure 6

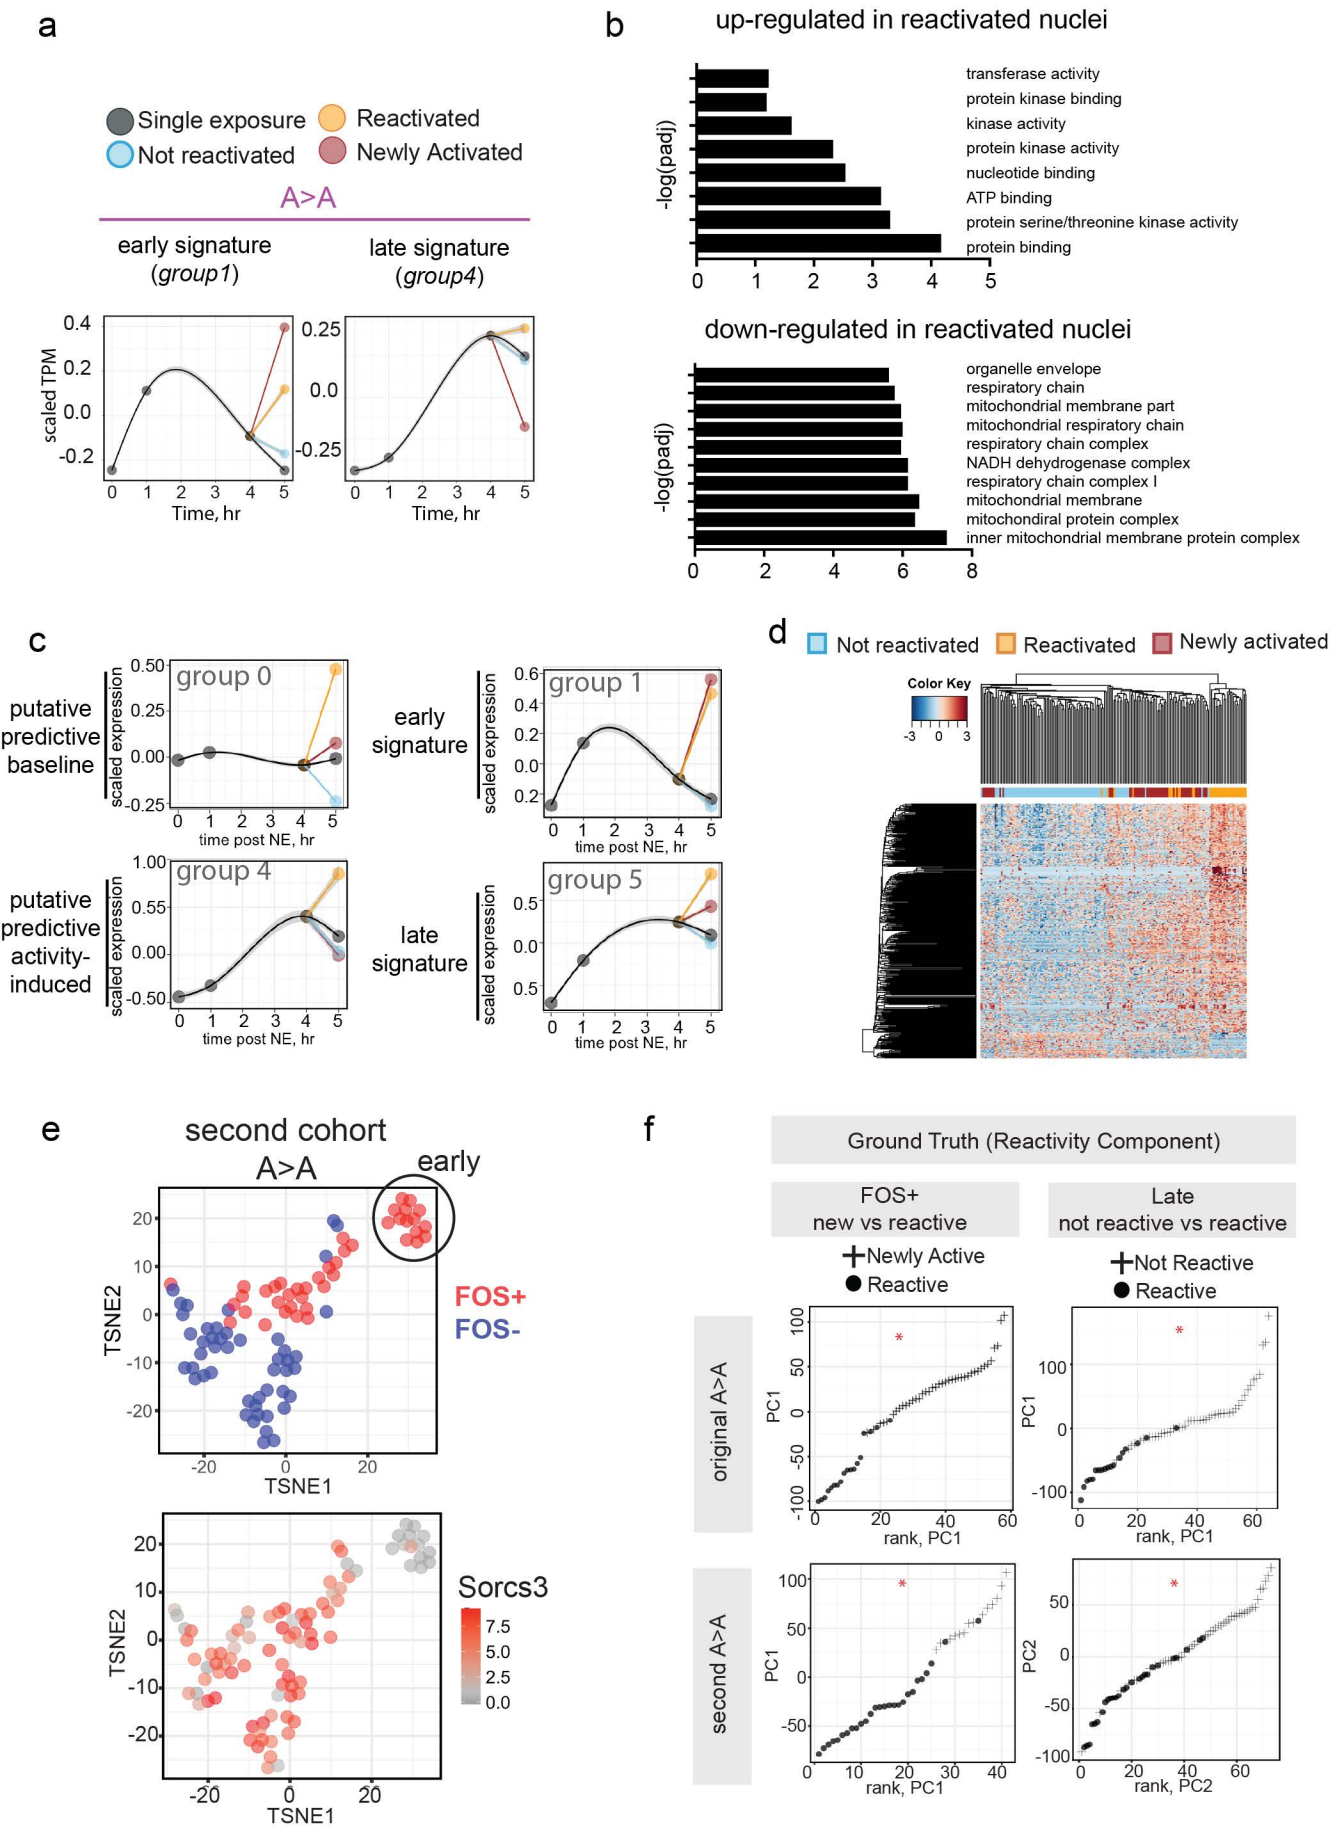

### **Supplementary Figure 6: *Gene signatures following the second exposure***

a) Average expression of the early (left) and late (right) gene signatures following re-exposure. The black line marks expression in mice that were exposed to only one context. b) Enrichment of functional terms within genes that are up-regulated (top) and down-regulated (bottom) in reactivated nuclei. c) Average expression profile for putative predictive baseline (top left), putative predictive activity-induced genes (bottom left), early signature genes (top right), and late signature genes (bottom right) for DG nuclei from mice exposed to one context (black circles) or re-exposed to A (red, yellow, and blue circles). d) Heatmap of genes differentially expressed between reactivated and not reactivated nuclei. e) Clustering of nuclei from the second cohort of A>A mice. (Top) t-SNE of all nuclei, a subset of FOS+ nuclei cluster separately (early). (Bottom) Expression of the late expressing gene, *Sorcs3* in TPM. f) Reactivity component for the original (top) and second (bottom) A>A cohorts. Note the separation of reactivated nuclei from either the newly active (left) or not reactive (right) nuclei for each component (red \* = PC ~ class p-value < 0.05).

**Supplementary table 1: Key resources**

| REAGENT or RESOURCE                               | SOURCE                 | IDENTIFIER                      |
|---------------------------------------------------|------------------------|---------------------------------|
| <b>Antibodies</b>                                 |                        |                                 |
| Rabbit polyclonal anti-VIP                        | Immunostar             | #20077<br>RRID:AB_572270        |
| mouse monoclonal anti-PROX1                       | EMD Millipore          | #MAB5654<br>RRID:AB_2170714     |
| rat monoclonal anti-CTIP2                         | Abcam                  | #ab18465<br>RRID:AB_2064130     |
| guinea pig polyclonal anti-ARC                    | Synaptic Systems       | #156005<br>RRID:AB_2151848      |
| goat polyclonal anti-c-FOS                        | Santa Cruz             | sc-52-G<br>RRID:AB_2629503      |
| rabbit polyclonal anti-PROX1                      | Abcam                  | #ab101851<br>RRID:AB_1071221    |
| mouse monoclonal anti-NEUN<br>conjugated to AF488 | EMD Millipore          | #MAB377X<br>RRID:AB_2149209     |
| donkey anti-rabbit Cy3                            | Jackson ImmunoResearch | #711-165-152<br>RRID:AB_2307443 |
| donkey anti-mouse AF488                           | Jackson ImmunoResearch | #715-545-151<br>RRID:AB_2341099 |
| donkey anti-rat AF647                             | Jackson ImmunoResearch | #712-605-153<br>RRID:AB_2340694 |
| donkey anti-guinea pig Cy3                        | Jackson ImmunoResearch | #706-165-148<br>RRID:AB_2340460 |

|                                                      |                         |                                 |
|------------------------------------------------------|-------------------------|---------------------------------|
| donkey anti-goat AF488                               | Jackson ImmunoResearch  | #705-545-147<br>RRID:AB_2336933 |
| donkey anti-mouse-PE                                 | Jackson ImmunoResearch  | #715-165-152<br>RRID:AB_2307443 |
| donkey anti-rat-Dylight 405                          | Jackson ImmunoResearch  | #712-475-153<br>RRID:AB_2340681 |
| donkey anti-goat-AF647                               | Jackson ImmunoResearch  | #705-605-147<br>RRID:AB_2340437 |
| <b>Chemicals, Peptides, and Recombinant Proteins</b> |                         |                                 |
| ProtoScript® II Reverse Transcriptase                | New England Biolabs     | M0368X                          |
| Betaine 5M                                           | Sigma                   | B0300-5VL                       |
| RNase Inhibitor (Cloned) 40 U/ L                     | Ambion                  | AM2684                          |
| 2x KAPA HiFi HotStart ReadyMix                       | KAPA                    | KK2602                          |
| <b>Critical Commercial Assays</b>                    |                         |                                 |
| Nextera XT DNA Library Preparation Kit               | Illumina                | FC-121-1031                     |
| Picogreen Quant-iT dsDNA assay kit                   | Invitrogen              | P11946                          |
| RNAscope® Multiplex Fluorescent Reagent Kit v2       | ACD Bio                 | #323100                         |
| RNAscope® Probe – Mm-Sorcs3                          | ACD Bio                 | #473421                         |
| RNAscope® Probe – Mm-Blnk-C2                         | ACD Bio                 | #300031-C2                      |
| <b>Deposited Data</b>                                |                         |                                 |
| Single-nucleus RNA sequencing                        | Gene expression omnibus | GSE98679                        |

| Experimental Models: Organisms/Strains                                                                 |                                                                                                 |               |
|--------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------|---------------|
| C57BL/6 mice                                                                                           | Envigo                                                                                          | C57BL/6NHsd   |
| C57BL/6 mice                                                                                           | Taconic                                                                                         | C57BL/6NTac   |
| Oligonucleotides                                                                                       |                                                                                                 |               |
| OligodT primers:<br>AA GCA GTG GTA TCA ACG CAG<br>AGT ACT TTT TTT TTT TTT TTT TTT<br>TTT TTT TTT TTV N | Integrated DNA technologies                                                                     |               |
| TSO primers:<br>AAGCAGTGGTATCAACGCAGAGTAC<br>ATrGrG+G                                                  | Exiqon                                                                                          |               |
| ISPCR primers:<br>AA GCA GTG GTA TCA ACG CAG<br>AGT                                                    | Integrated DNA technologies                                                                     |               |
| ERCC ExFold RNA Spike-In Mixes                                                                         | Thermo Fisher Scientific                                                                        | Cat # 4456739 |
| Software and Algorithms                                                                                |                                                                                                 |               |
| RSEM                                                                                                   | 1                                                                                               |               |
| Solexa-QA++                                                                                            | 2                                                                                               |               |
| ROTS                                                                                                   | 3                                                                                               |               |
| randomForest                                                                                           | 4                                                                                               |               |
| DAVID Bioinformatics                                                                                   | 5                                                                                               |               |
| GONetwork                                                                                              | <a href="https://github.com/saralinke/r/GONetwork">https://github.com/saralinke/r/GONetwork</a> |               |
| Cytoscape                                                                                              | 6                                                                                               |               |
| Monocle                                                                                                | 7                                                                                               |               |
| Homer                                                                                                  | 8                                                                                               |               |

|       |    |  |
|-------|----|--|
| STAMP | 9  |  |
| ROCR  | 10 |  |

1. Li B, Dewey CN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* **12**, 323 (2011).
2. Cox MP, Peterson DA, Biggs PJ. SolexaQA: At-a-glance quality assessment of Illumina second-generation sequencing data. *BMC Bioinformatics* **11**, 485 (2010).
3. Suomi T, Seyednasrollah F, Jaakkola MK, Faux T, Elo LL. ROTS: An R package for reproducibility-optimized statistical testing. *PLoS Comput Biol* **13**, e1005562 (2017).
4. Liaw AWM. Classification and Regression by randomForest. *R News* **2**, 18-22 (2002).
5. Huang da W, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nature protocols* **4**, 44-57 (2009).
6. Lopes CT, Franz M, Kazi F, Donaldson SL, Morris Q, Bader GD. Cytoscape Web: an interactive web-based network browser. *Bioinformatics* **26**, 2347-2348 (2010).
7. Qiu X, *et al.* Reversed graph embedding resolves complex single-cell trajectories. *Nature methods*, (2017).
8. Heinz S, *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589 (2010).
9. Parks DH, Tyson GW, Hugenholtz P, Beiko RG. STAMP: statistical analysis of taxonomic and functional profiles. *Bioinformatics* **30**, 3123-3124 (2014).
10. Sing T, Sander O, Beerenwinkel N, Lengauer T. ROCR: visualizing classifier performance in R. *Bioinformatics* **21**, 3940-3941 (2005).

# Supplementary material for: A novel environment-evoked transcriptional signature predicts reactivity in single dentate granule neurons
**Source:** Nat Commun. 2018 Aug 6;9:3084. doi: 10.1038/s41467-018-05418-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

### **Supplementary Data 1: *Cell type-associated genes***

Description: Results of a random forest model examining the association of hippocampal cell type with transcription (TPM ~ cell type). For each cell type we report the estimate, standard error (StdError), t-value, and p-value. Tests identifying genes that are significantly associated with a given cell type below a Bonferroni-corrected  $\alpha = 3.06 \times 10^{-5}$  are highlighted in green. The importance value for a given gene in aiding cell type discrimination is noted in the RF Importance column.

### **Supplementary Data 2: *Cell type classification***

Description: Final assessment of counts of nuclei per cell type based on a combination of hierarchical clustering and random forest classification. N = Total number of cells; N, NE FOS+ = Number of FOS+ nuclei from animals exposed to a novel environment (NE) for 15 min and returned to the home cage (HC) for 1hr; N, NE FOS- = Number of FOS- nuclei from animals exposed to NE for 15 min followed by 1hr in the HC; N, HC FOS- = Number of FOS- nuclei from HC animals. Cluster precision = 1 – out of bag error resulting from random forest analysis using cell-type specific genes (TPM ~ cell type). Pvalb = Parvalbumin expressing interneurons, Th = Thalamus, Sub = Subiculum, DG = Dentate granule neurons.

### **Supplementary Data 3: *ROTS differential expression results***

Description: Results of paired differential expression tests using ROTS. All tests with a raw  $p < 0.05$  reported. DG = Dentate granule neuron, NE = novel environment, HC = home cage. The specifics of each test are included on the corresponding worksheet.

### **Supplementary Data 4: *Dynamics of activity-induced expression in DG neurons***

Description: All genes were assessed for dynamic patterns of expression following a 15-min exposure to a novel environment (NE). Nuclei were collected from the DG 1 hr, 4 hr, and 5hr following the activating exposure. longterm\_groups = Dynamic categories for genes induced in response to a single 15 min exposure to a NE. All values compared to transcription in the HC condition. Group = sample groups with detectable elevated expression compared to HC. All DAVID tabs contain functional enrichment results for the corresponding gene set.

### **Supplementary Data 5: *Sample counts***

Description: Nuclei counts (top) and biological replicate counts (bottom) for the samples used in this study. HC = home cage.

How the deposited data were processed for this re-analysis (not part of the article)

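The data are single-nucleus RNA sequencing of 912 nuclei from the hippocampus of wild-type female mice, each made into its own SmartSeq2 library. Of these, 360 nuclei were sorted from home-cage mice or 1 h after NE exposure and carry the authors' cell type labels, and 552 are DG nuclei sorted for ARC and FOS protein at 4 h or 5 h or 1 h after a second exposure. Per the paper, the authors trimmed the reads with Solexa-QA++ and aligned and quantified them with RSEM, using Bowtie, against mm10 with the Ensembl annotation. The release of the annotation is not stated.

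The RSEM expected counts were made by the authors and used as deposited, and all of them are whole numbers. The log2(TPM+1) values were also computed by the authors from RSEM's TPM and used as deposited. The count tables hold 42802 genes and the log2 tables 40221. Genes without a value (30 and 23) were left out. Gene positions are those of GENCODE vM21 on GRCm38, the assembly the authors name as mm10, joined by symbol. Nectin3, a gene named in the paper, was not matched by symbol and is not reported. The result for 1 other gene is not reported.

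Nuclei were kept at 100000 aligned reads or more and 4000 genes or more with a log2(TPM+1) above 1, the authors' thresholds, which 818 nuclei passed. The FOS− nuclei of the home cage and the 1 h groups with Arc above 2.5 were left out, as the paper states for its FOS− nuclei. Total counts of the 818 nuclei ranged from 142290 to 5885908 (median 1254884.5). The passages on each experiment give the range and median within each group. The common dispersion between sums was 1.74 in CA1, 2.19 in VIP and 1.95 in DG, which is above counting error for genes with more than a few counts, so depth is not what limits most tests. Counts include PCR copies, which are not independent molecules. Intervals over nuclei are binomial, take the nuclei as independent and leave out the spread between animals. No spike-in values were used here.

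Among the home-cage and 1 h nuclei an animal was defined by exposure, date and mouse number, since mouse numbers recur across dates there. Among the DG nuclei of the later time points and re-exposures it was the mouse number alone. Nuclei of mouse 19 from batches 161209 and 170113 were therefore joined as 1 animal, and so were those of mouse 20. Counts were summed over the nuclei of one animal and group, rounded, and tested where at least 2 nuclei entered the sum. The sums were compared with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment and a threshold of 0.05. One fit covered the CA1 groups, one the VIP groups and one all DG groups. Both 1 h DG groups come from 1 animal, so that animal is assumed to vary like the animals of the other DG groups. Differences between cell types were tested in one fit over DG, CA1 and VIP. Lists of genes were tested with camera (preset correlation 0.01), with fry and with camera at the estimated correlation.

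FOS+ and FOS− sums of 3 CA1, 2 VIP and 4 A > A animals come from the same animal by the labels. After removal of group means, the correlation of the paired sums was 0.051 in CA1, 0.012 in VIP and 0.043 in A > A, against −0.025, −0.006 and −0.005 for sums of different animals. The main tests leave the pairing out, and a fit with the animal as a replicate block was an alternative. That fit rests on the animals with both kinds of sum. Its residual degrees of freedom were 2 against 6 in CA1, 1 against 5 in VIP, 3 against 17 in DG and 3 against 10 above the boundary of the late score. A count of 0 in it does not show that differences within animals are absent.

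Genes named in the text follow a rule. They are every gene the paper names for these data and, for each comparison, the 5 genes with the largest log2 fold change up and the 5 down among those past the threshold whose animals are fully separated. The lists of early (252), sustained (107) and late genes (129) are those of groups 1, 5 and 4 of Supplementary Data 4, and the 760 activity genes (270 higher and 490 lower) those of Supplementary Data 3. The copy of Supplementary Data 3 used here holds 1999 of 5305 rows for FOS+ against FOS− DG nuclei, so no overlap with it was tested. The sign of its test statistic was opposite to the difference of means for 748 of 748 matched DG genes and 39 of 39 CA1 genes, and for 0 of 3 VIP genes, and the direction was taken from the nuclei.

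The late score is the first principal component, centred and not scaled, of the 129 late genes over 556 DG nuclei, computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. Shares of nuclei were compared over animals by two-sided exact permutation. Nuclei were placed among cell types on 20 components, and silhouettes used 10 components, of 2000 variable genes. Prediction used randomForest 4.7.1.2 with 1000 trees, 15 nuclei per class and 20 draws, and pROC 1.19.0.1. Thinned values use 100000 counts per nucleus. ROTS and Monocle2, the authors' tools for testing and ordering nuclei, were not run.

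Tests, comparisons and 158 alternative settings were fixed before the data were examined. They cover DESeq2 1.42.0, its size factors in edgeR, no filter for low counts, other thresholds for reads, genes and Arc, sums of at least 5 nuclei, the animal as a replicate block, one fit over cell types, the original cohort alone, animals of one batch, other forms of the late score and of the activity score, and leaving out each animal. A further 12 settings, limma 3.58.1 on the mean log2(TPM+1) per animal, were added after the values were seen. The tests were run on simulated data with 200 changed genes. With the dispersion as estimated, edgeR found 0% to 1% of genes changed by 2 on the log2 scale and 0% to 35.5% of those changed by 4, with at most 1 false call, and DESeq2 found 4.5% to 33% and 25.5% to 70.5%, with 82 to 990 false calls. The behaviour, in situ and enrichment results of the paper, its FOS-low nuclei and its clustering were not analysed here.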

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

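Among the tests in this part, limma, the comparison of Snhg11 with other genes of CA1 and VIP and the test for male nuclei were chosen only after the result was seen.

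Snhg11, which the paper does not mention, drew attention by a difference between cell types that was itself tested. In the joint edgeR fit its FOS+ to FOS− difference in DG departed from that in CA1 by −3.32 on the log2 scale (standard error 0.35, adjusted p = 0.0017) and from that in VIP by −3.29 (0.36, adjusted p = 0.0025). In the fit of DG groups alone, where its standard error is larger, its log2 fold change was −3.35 (standard error 1.38) and was not called (adjusted p = 1), and limma gave −4.18 (adjusted p = 0.055). The result therefore depends on the estimate of the spread. The median log2(TPM+1) was 9.02 in the FOS− and 4.01 in the FOS+ nuclei of the 1 h mouse. It was 6.66 ± 1.17 (SD, n = 2 mice) in HC, 3.86 ± 1.39 (SD, n = 2) at 4 h, 4.10 ± 0.43 (SD, n = 4) at 5 h, 4.00 ± 0.73 (SD, n = 6) in A > A ARC+FOS+ and 4.35 ± 0.95 (SD, n = 6) in A > A ARC+FOS− nuclei.

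Technical explanations of the Snhg11 difference were tested. A few nuclei of another type in the DG FOS− sum are argued against, since FOS− remained 8.68 times FOS+ in CPM without the 3 FOS− nuclei with the most counts, which held 38.7% of them. Transcripts of CA1 and VIP nuclei in the DG FOS− nuclei would raise the other genes abundant in those types alike. This stays open. The other 5 genes at least 4 log2 higher in CA1 and VIP than in both A > A ARC+FOS− and HC DG nuclei differed by a median of 0.14, against 4.18 for Snhg11, which is too few genes for an interval. The 23 genes chosen against A > A ARC+FOS− nuclei alone differed by a median of 0.89 (95% interval 0.38 to 2.62), which spans 0.5 times the Snhg11 difference (2.09), and some of them were as high in DG as in CA1. Since FOS+ and FOS− nuclei at 1 h come from 1 mouse, a feature of that mouse stays open. The joint fit also called Snhg11 as higher in the FOS− nuclei than in HC, by 1.94 (standard error 0.24, adjusted p = 0.015 from edgeR), which the fit of DG groups alone did not (1.96, standard error 1.05, adjusted p = 1). FOS+ nuclei differed from HC by −1.39 (1.16, adjusted p = 0.85 from edgeR in the fit of DG groups). A rise in the FOS− nuclei of that mouse and a fall in its FOS+ nuclei were not separated here.

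Kdm5d and Uty, genes of the Y chromosome that the paper does not discuss, were counted in 99.88% and 89.85% of the 818 nuclei, although all 31 animals are labelled female. Male nuclei are argued against, since 99.6% of nuclei with Kdm5d also had Xist. Other Y-linked genes were counted at unlike shares, Eif2s3y in 41.2% of nuclei, Ddx3y in 20.5%, Sry in 3.67%, Usp9y in 1 nucleus and Zfy1 in 0. Reads shared with the X-linked copy would make Kdm5d follow Kdm5c where both keep a count. The CPM of Kdm5d in nuclei without a Kdm5c count was 0.95 times that in nuclei with one (45.7 and 47.9). This cannot decide the question, since Kdm5c reads assigned to Kdm5d would leave no Kdm5c count. The median count was 54 for Kdm5d and 0 for Kdm5c. Reads from other parts of the genome assigned to these genes were not tested, and no biological explanation was tested.

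Within groups of 4 to 10 animals, 21 comparisons of one animal with the others were made, and in 0 of them did an animal lie outside the range Dixon's test allows, where chance gives about 1.05.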

How the results depend on the processing

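All limma values in this part come from a test chosen only after the result was seen, and no other test here was.

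The counts of called genes depended most on the tool. DESeq2 called 227, 261 and 244 genes in CA1 (FOS+ against FOS−, FOS− against HC, FOS+ against HC) and 174, 317 and 123 in VIP, where edgeR called 0 in each (629, 730, 696, 713, 893 and 491 at an unadjusted p under 0.05) and limma 0 in each (728, 667, 742, 320, 639 and 250). In DG it called 1057 (FOS+ against FOS−), 616 (FOS− against HC), 1775 (FOS+ against HC), 1011 (4 h), 1987 (5 h), 874 (A > A) and 470 (above the boundary of the late score). These include all genes edgeR called. limma called 94, 10, 544, 564, 1517 and 342 for the first 6 of these, sharing 5, 39, 41, 40 and 10 genes with edgeR in FOS+ against FOS−, FOS+ against HC, 4 h, 5 h and A > A. On data simulated without a difference for most genes, DESeq2 made up to 990 false calls in DG. The cause of the remaining difference was not tested.

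With DESeq2's size factors in edgeR, FOS+ against FOS− in DG had 7 genes (5 higher, 2 lower) and 4 h against HC 38 (38 higher, 0 lower), and the other counts stayed within 1.5 times. With 4000 genes at any expected count, the counts were 17 in DG, 2 for FOS− against HC (Slc6a8 and Samd4), 133 at 5 h and 36 in A > A. With no filter on reads or genes they were 17, 2, 129 and 36, and 10 above the boundary. With the mouse as a replicate block, they were 0 in DG (1155 at an unadjusted p under 0.05), 0 in A > A (1649) and 0 above the boundary (959), and this paired fit changed no other call among these counts. It leaves 3 residual degrees of freedom, against 17 in DG and 10 above the boundary. At least 5 nuclei per sum gave 7 above the boundary. One fit over DG, CA1 and VIP gave 1 in DG (Snhg11, chosen after its values were seen). The original cohort alone gave 1 in A > A and 1 above the boundary (Dclk1 in both), and animals of the same batch 0 in A > A (2478 at an unadjusted p under 0.05). Fewer animals enter these last fits. Otherwise the cause was not tested.

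Leaving out 1 animal gave 0 genes to 0 genes in every CA1 and VIP comparison. It gave 0 to 61 for DG FOS− against HC, 21 to 168 for FOS+ against HC, 17 to 180 at 4 h and 20 to 204 at 5 h, where the highest came without HC mouse 6 and the lowest without HC mouse 7. It gave 1 to 8 in A > A and 0 to 18 above the boundary. The late genes in re-exposed ARC+FOS− nuclei had medians of 1.84 to 2.25, with camera p-values of 7.48e-60 to 8.3e-34. The highest median and the largest camera p both came without HC mouse 6. There the median of all genes was 1.59, against 0.36 in the main fit, so the excess over all genes was smaller.

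The difference in late share between A > A and A > C kept its sign throughout. With the component fitted on re-exposed nuclei it was 39.2 (exact permutation p = 0.0357, the smallest possible). It was 20.2 with the boundary at 10 (exact permutation p = 0.107), 36.7 with the mean of the late genes (0.107), 39.5 with standardised genes (0.0714), 38.8 in the original cohort (0.133, smallest possible 0.0667) and 29.2 with no filter on reads or genes (0.107). Leaving out 1 mouse gave 37.0 to 48.1 (exact p = 0.0476 to 0.143), and for the mean late score 5.18 to 8.23 (exact p = 0.190 to 0.714). The cause was not tested.

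The median of the respiratory chain genes was −0.23 with DESeq2's size factors (camera p = 0.0803, not exact), −0.15 with the replicate block (camera p = 0.0536, in the other direction, not exact) and −0.31 with all ARC+FOS− nuclei (camera p = 0.0568, not exact). Without 1 mouse it was −0.55 to −0.23 (camera p = 0.000372 to 0.416, not exact).

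The FOS+ minus FOS− difference in the activity score with the CA1 list alone was 1.75 in DG, 2.18 in CA1 and 0.294 in VIP. Within the 2 VIP mice with both kinds it was −0.053 and 0.0878. With the early genes it was 0.766 in DG and 0.315 in CA1. The paper drew the first list from these CA1 nuclei and the second from DG nuclei, which favours each type in turn. The level in FOS+ nuclei was highest in DG with both lists. The correlation between sets of 5 nuclei in DG was 0.304 with genes above a mean of 1 and 0.255 with a pseudocount of 0.1. The area under the curve was 0.967 and 0.922 within the original cohort, with features from all of its nuclei and from the training nuclei. It was 0.653 on average when mouse 24 (0.816) or mouse 25 (0.491), the mice of that cohort with nuclei of both kinds, was left out of training and tested, and 0.954 for ARC+FOS+ nuclei above against below the boundary. The cause was not tested.

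For the 79 results on named genes that edgeR called, 1057 values under alternatives were computed. Of these 754 stayed past the threshold, 303 did not, and 0 changed sign. The settings with the highest numbers of losses were without HC mouse 7 (35), the replicate block (28), limma (20) and without HC mouse 6 (20), and the others were spread over many settings. DESeq2 lost 0 of them and added 23. Depth limits detection, as the median number of genes in 1 h FOS− DG nuclei was 6213 as deposited and 4564 at 100000 counts per nucleus.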

Differences from the paper's values

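The limma test named in this part was chosen only after the result was seen. The paper's tests took nuclei as replicates and those here animals.

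For FOS+ against FOS− nuclei at 1 h the paper gives 749 differentially expressed genes in DG, 39 in CA1 and 3 in VIP. The values here are 11, 0 and 0 from edgeR (738, 629 and 713 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 with 1057 lies within 1.5 times of the paper's DG value, and no other does. For CA1 and VIP none does, with 227 and 174 from DESeq2 and 0 from the others. limma, chosen after seeing the values, gives 94 in DG.

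For Reactivated against Not Reactivated nuclei the paper gives 884 genes. The value here, for nuclei above the boundary of the late score, which is another way to choose them, is 16. None of the alternatives set before the data were examined reaches it, and DESeq2 gives 470.

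For the same classes the paper gives an area under the curve of 0.96, from nuclei of the original cohort that were held out of training. On held-out nuclei of that cohort the values here are 0.967 with features from all its nuclei and 0.922 with features from the training nuclei. The main value here, 0.570, comes from other mice, those assigned by date to the second cohort, for which the paper gives correlations and no area, so it is not a value for the paper's nuclei. With mouse 24 or mouse 25 left out of training and tested, the area was 0.816 and 0.491 (mean 0.653). Of these alternatives, all set before the data were examined, the first 2 lie close to the paper's value. With shuffled FOS labels, a test chosen after the values were seen, the first setting gave 0.945 and the second 0.497. The closeness of 0.967 therefore says little about signal. The mean of 0.653 is within 1.5 times of the paper's value, but chance gives 0.5 there, so that limit does not make it a match.

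Of the A > C ARC+FOS+ nuclei, about 16% are Reactivated in Fig. 5f, read by eye, against 8.33% here. With no filter on reads or genes (18.8%) and with the mean of the late genes (12.5%) the value lies within the limit. With the boundary at 10 (0%) and the other alternatives set before the data were examined it does not.

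The paper states that Homer1 and Nr4a2 rise in FOS+ nuclei of DG and CA1. Here both were higher but not called by edgeR (adjusted p = 1). DESeq2 called Homer1 in DG and Nr4a2 in CA1, and limma, chosen after seeing the values, Homer1 in DG. It states that they were not seen in FOS+ Pvalb and Ivy interneurons. Taking any expected count as detection, Homer1 was counted here in 4 of 4 Pvalb and 2 of 2 Ivy FOS+ nuclei and Nr4a2 in 3 of 4 and 1 of 2.

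The paper places Blnk, Tnik, Acan, Entpd4 and Hes7 in its set of genes that predict reactivity. Their log2 fold changes between ARC+FOS+ and ARC+FOS− nuclei above the boundary were 0.26, 0.41, 1.36, 0.60 and 0.56, and edgeR called none (adjusted p = 0.95, 0.81, 0.59, 0.92 and 0.87). Over all nuclei of A > A DESeq2 called Tnik, and so did limma, chosen after seeing the values.

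The paper lists Jun, Atf3, Gadd45b and Tet3 as still expressed at 5 h. Against HC Atf3, Gadd45b and Tet3 were higher at 5 h and Jun was not. The log2 fold change of Jun was 2.10 at 4 h and −0.45 at 5 h (adjusted p = 0.68 and 0.86 from edgeR).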

Other observations

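Among the tests in this part, those of an even batch shift, of how evenly Arc is counted, of shuffled labels and of Slc6a8 were chosen only after the result was seen.

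Dclk1, which the paper does not mention, was higher in ARC+FOS+ than in ARC+FOS− nuclei of A > A, by 1.79 on the log2 scale (standard error 0.20, adjusted p = 0.00041 from edgeR, 3470 ± 848 against 1000.5 ± 283 CPM, SD, n = 6 mice). It follows the rule for named genes. The adjusted p was 0.00017 to 0.0083 when single mice were left out, 0.089 with the mouse as a replicate block and 0.081 in animals of the same batch. Its median log2(TPM+1) was 9.61 ± 0.30 (SD, n = 6) and 7.57 ± 0.47 (SD, n = 6) in these groups, 10.2 and 8.16 in A > C, 10.06 and 7.40 in FOS+ and FOS− nuclei at 1 h, and 7.90 ± 0.33 (SD, n = 2) in HC.

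Splits of the A > A animals that part as many pairs gave as many called genes in 1 of 48, the real one. This held for all nuclei and for nuclei above the boundary, and argues against chance for these counts in the fit without pairing. With the mouse as a replicate block 0 genes were called in both comparisons, where 3 residual degrees of freedom remain. Leaving out single mice gave 1 to 8 genes for all nuclei and 0 to 18 above the boundary. For the respiratory chain genes 23 of 48 splits gave a camera p as small, so chance cannot be excluded. For the 3 CA1 comparisons and for VIP FOS− against HC edgeR called 0 genes (629, 730, 696 and 893 at an unadjusted p under 0.05, and 227, 261, 244 and 317 called by DESeq2), so 10 of 10 splits reach that count by construction and say nothing about chance.

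More genes were called against HC without HC mouse 6 than without HC mouse 7, 180 against 17 at 4 h. Few nuclei behind the sum of HC mouse 7 is a candidate explanation. In 17 of 20 draws of 5 of the 18 nuclei of mouse 6, as many genes were called as with mouse 7 alone (118 to 418, median 238). A difference between the 2 mice was not excluded.

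DG FOS− nuclei of the 1 h mouse held some transcripts of genes abundant in FOS+ nuclei. The summed excess over HC of 33 such genes was 60.68 times that predicted from Arc, but 4 genes (Plat, Homer1, Slc6a8 and Vcl) held 58.1% of this sum. The median gene was at 13.2 times the share of Arc (0.865% and 0.0654% of the FOS+ level), 18 genes were above 10 times that share, and 6 were lower than in HC. Carry-over from FOS+ nuclei of the same batch at the share of Arc is argued against as the whole source for the genes far above that share, and stays open for the others. Arc itself was counted in 27 of 27 of these FOS− nuclei. Genes abundant in FOS+ were counted in 66.7 percentage points more nuclei than others at the same level, but only 1 other such gene was compared, so carry-over of Arc and a low level of its own cannot be told apart. Slc6a8 was at 14.9% of its FOS+ level in FOS− nuclei, against 0.0808% for Arc, which argues against carry-over for Slc6a8.

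The late share in A > A ARC+FOS+ nuclei differed between batches. A shift of all nuclei alike is argued against, since ARC+FOS− nuclei of mice 24 and 25 lay 3.03 above those of mice 26 and 27 while the ARC+FOS+ nuclei lay lower (−9.33). Depth is argued against, since the difference between 2 batches was 45.6 at 100000 counts per nucleus and 45.2 as deposited. A difference in the exposures between the batches was not tested.

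Within A > A mice early and late genes ran against each other over ARC+FOS+ nuclei. Depth or gene number is argued against, since at constant gene number and total count the mean correlation was −0.75 (−0.88 to −0.56). Early genes taking a share of the transcripts is argued against, since 0 of 1000 lists matched by expression had a correlation as low (−0.45 against a median of 0.49). A decline of early transcripts in nuclei that were active earlier may contribute, which is a hypothesis from the same nuclei.

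At 5 h mice 22 and 23 had lower late scores than mice 8 and 9. Fewer genes detected in that batch is argued against as the whole explanation, since 0 of 1000 matched lists fell by as much (−1.56 against a median of −0.68). Batch and mouse cannot be told apart here, because each pair was processed in its own batch.

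DG FOS+ nuclei at 1 h had fewer genes detected than FOS− nuclei of the same mouse (median 5197.5 and 6213). Depth is argued against, since at 100000 counts the difference was −15.7% (−16.3% as deposited). Induced genes taking the counts is argued against, since it was −16.6% with the 480 induced genes removed. With 1 mouse no biological explanation was tested.

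The area under the curve was above 0.9 within the original cohort and lower in other mice. Features chosen on the nuclei that are tested raise the area, since with them shuffled FOS labels gave 0.945. They are argued against as the whole explanation, since with features from the training nuclei alone the area was 0.922 and shuffled labels gave 0.497. The batch of the animals is a candidate explanation, since ARC+FOS− mice of different batches were separated with 0.993 and genes associated with batch were not excluded here as they were by the authors. A reactivity signature within these batches was not excluded.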
